# Mapping similarities in mTOR pathway perturbations in mouse lupus nephritis models and human lupus nephritis

**DOI:** 10.1186/ar2541

**Published:** 2008-11-03

**Authors:** Padmalatha S Reddy, Holly M Legault, Joseph P Sypek, Mark J Collins, Elizabeth Goad, Samuel J Goldman, Wei Liu, Stuart Murray, Andrew J Dorner, Margot O'Toole

## Abstract

**Introduction:**

Treatment with sirolimus, a mammalian target of rapamycin (mTOR) inhibitor, has been shown to be efficacious in the MRL/lpr and NZB × NZW F1 mouse models of lupus nephritis, indicating a critical role for the mTOR pathway in both models. This type of demonstration of efficacy in animal models is usually a pre-requisite for advancement into clinical development. However, efficacy in an animal model often has not translated to the desired activity in the clinic. Therefore, a more profound understanding of the mechanistic similarities and differences between various animal models and human diseases is highly desirable.

**Methods:**

Transcriptional profiling was performed on kidneys from mice with lupus nephritis; from mice who had efficacious drug treatment; and from mice before they developed nephritis. Analysis of variance with false discovery rate adjusted to p < 0.05 and an average fold change of two or more was used to identify transcripts significantly associated with disease and response to therapy. Pathway analyses (using various bioinformatics tools) were carried out to understand the basis for drug efficacy in the mouse model. The relevance in human lupus of the pathways identified in the mouse model was explored using information from several databases derived from the published literature.

**Results:**

We identified a set of nephritis-associated genes in mouse kidney. Expression of the majority of these returned to asymptomatic levels on sirolimus treatment, confirming the correlation between expression levels and symptoms of nephritis. Network analysis showed that many of these nephritis genes are known to interact with the mTOR pathway. This led us to ask what human diseases are linked to the mTOR pathway. We constructed the mTOR pathway interactome consisting of proteins that interact with members of the mTOR pathway and identified a strong association between mTOR pathway genes and genes reported in the literature as being involved in human lupus.

**Conclusions:**

Our findings implicate the mTOR pathway as a critical contributor to human lupus. This broad pathway-based approach to understanding the similarities in, and differences between, animal models and human diseases may have broader utility.

## Introduction

Clinical development of therapies is heavily dependent on demonstrated efficacy in animal model(s), but efficacy in animal models often does not translate into clinical success. A number of factors have been proposed as contributing to this lack of concordance between efficacy in animal and clinical studies [1-5]. One clear limitation of relying on disease models in inbred strains is that the genes that produce the disease phenotype in a given model may represent only a subset of the genes that can cause the phenotype in complex human diseases such as lupus. Using our own animal model transcriptomics, the vast and rapidly accumulating literature on genes linked to human disease and pathway tools, we have taken a broad analytical approach to identifying similarities between the mouse and human 'lupus phenotype' at the level of biological pathway perturbations. The potential advantage of this approach is that, by linking the human disease phenotype to a pathway, drug development efforts can be targeted to the pathway. Animal models with involvement of the same pathway can then be chosen and/or derived.

Systemic lupus erythematosus (SLE) is a chronic inflammatory autoimmune disease [6-8]. The pathophysiology of disease is manifested by the production of autoantibodies directed against multiple self-antigens. This dysregulation of the immune system resulting in the loss of tolerance appears to be mediated by both T cells and B cells. Many organs including the kidney can be affected [9]. Direct action of autoantibodies, deposition of immune complexes and pro-inflammatory cytokines, particularly interferon (IFN) γ, have all been implicated in disease pathophysiology [10-13].

There are at least four mouse models of lupus nephritis [14]. Both NZB × NZW F1 [15] and MRL/lpr mouse [16,17] strains spontaneously develop autoimmune lupus nephritis. Female mice from the NZB × NZW F1 cross (NZB/W) develop proteinuria and only a small number (< 20%) survive to 52 weeks. In MLR/lpr mice, the disease develops in both males and females and is associated with the fas lpr mutation on the MLR background. Mice develop significant proteinuria at 16 weeks and show significant mortality rates (about 50%) by 20 weeks [18,19]. Despite their independent derivation, lupus nephritis in both MLR/lpr and NZB/W mouse models shows a remarkably efficacious response to sirolimus treatment [20-22].

Sirolimus (rapamycin) is an immunosuppressive drug that binds to mTOR (mammalian target of rapamycin), a serine/threonine kinase that regulates cellular proliferation and metabolism and blocks G1 to S phase cell cycle progression, interfering with T and B cell activation [23-25]. Sirolimus is approved for the prevention of transplant rejection [26]. We used our own data (presented here) and previously published data on the efficacy of mTOR inhibitors in two mouse models of lupus nephritis to infer that perturbations of the mTOR pathway are critical to the development of lupus nephritis in both these models. In order to assess the likelihood of mTOR pathway involvement in human lupus, we examined the concordance between the mTOR pathway interactome and genes linked to human lupus and report the results of this analysis here.

## Materials and methods

### NZB/W mice

NZB/W (NZB × NZW F1 cross) females were purchased from the Jackson Laboratory (Bar Harbor, ME). These mice were maintained and studied under pathogen free conditions in accordance with guidelines from the American Association for the Accreditation of Laboratory Animal Care and the Institutional Animal Care and Use Committee of Wyeth Research.

### Experimental design

Beginning at 20 weeks of age, disease progression was monitored weekly by assessing proteinuria. A cohort of mice, selected at 20 weeks of age, served as the 'asymptomatic' group (n = 4). Once fixed proteinuria of 30 to 100 mg/dL had appeared on two consecutive occasions, (generally at 25 to 29 weeks of age), the diseased mice were randomly assigned to either the sirolimus-treated group (n = 6 mice) or the untreated (disease) group (n = 6). Sirolimus, dissolved in carboxymethylcellulose (vehicle), was subcutaneously administered three times weekly in single doses of 1 mg/kg or 5 mg/kg for eight weeks. Mice were monitored weekly until 52 weeks of age.

### Assessment of proteinuria

Urine was manually expressed from each mouse on a weekly basis, collected into a sterile container and assayed for the presence of protein (specifically albumin) using a colorimetric method (Albustix Reagent Strips, Bayer Corporation, Elkhart, IN).

Proteinuria evaluations were scored as follows: grade 0.5 = 'trace' proteinuria; grade 1 = about 30 mg/dL; grade 2 = about 100 mg/dL; grade 3 = about 300 mg/dL; and grade 4 = more than 2000 mg/dL. If mice achieved a grade 4 reading on two consecutive days they were euthanised.

### Assessment of renal pathology

Kidneys were harvested from mice one to four months after an eight-week course of treatment. Three to five mice were examined in each group. One-half of a kidney was fixed by overnight immersion in 10% formaldehyde and paraffin-embedded. The other half was snap frozen for RNA preparation. To determine the extent of renal damage, sections were stained with H & E and periodic acid-Schiff (PAS) and scored for pathological changes. In addition, glomerulopathy was scored on a 0 to 5 scale. Severity grades were as follows: 0 = normal or within normal limits; 1 = minimal or slight; 2 = mild; 3 = moderate; 4 = marked; 5 = severe.

### RNA purification and microarray hybridisation

Snap frozen murine kidney tissue was homogenised in RLT buffer containing 1% beta-mercaptoethanol using the polytron and RNA purified by Qiagen RNeasy columns (Qiagen, Valencia, CA). Eluted RNA was quantified using a Spectramax 96-well plate UV reader (Molecular Devices, Sunnyvale, CA, USA) monitoring A260/280 OD values. The quality of each RNA sample was assessed by capillary electrophoresis alongside an RNA molecular weight ladder on the Agilent 2100 bioanalyser (Agilent Technologies, Palo Alto, CA, USA).

### Microarray processing

Five micrograms of total kidney RNA was prepared from individual NZB/W F1 mice of the following groups; untreated mice at 12 weeks (n = 4); untreated F1 mice at 36 and 42 weeks combined (n = 6); and sirolimus-treated mice at 36 and 42 weeks combined (n = 6). The animals selected for expression analysis reported here were representative of multiple studies performed that confirmed the data on proteinuria, mortality rates and histopathology here.

Biotin-labelled cRNA was prepared using an oligo T7-primed reverse transcription reaction followed by *in vitro *transcription reaction with biotin-labelled UTP and CTP. cRNA 15 μg was fragmented and hybridised to Mu11KsubA and Mu11KsubB arrays (Affymetrix, Santa Clara, CA). Hybridised arrays were washed and stained with Streptavidin R-phycoerythrin (Molecular Probes Inc., Eugene, OR) using the GeneChip Fluidics Station 400 (Affymetrix, Santa Clara, CA) and scanned with a Hewlett Packard GeneArray Scanner (Hewlett Packard Company, Palo Alto, CA) according to the manufacturer's protocols. All array images were visually inspected for defects and quality. Arrays with excessive background, low signal intensity or major defects within the array were eliminated from further analysis. GeneChip MAS 5.0 software was used to evaluate the hybridisation intensity, compute the signal value for each probe set and make an absent/present call. GeneChip signal data for the samples analysed in this study are available under Accession Number [GEO:GSE12924] [27].

### Data normalisation and filtering

GeneChips were required to pass standardised quality control criteria. RNA quality was monitored by the ratio of frequencies measured by independent probe sets representing 5' and 3' regions of glyceraldehyde 3-phosphate dehydrogenase. This ratio must be more than 0.4. Filtering criteria for individual probe sets required that a probe set was called 'present' or a signal of 50 or more in at least one of the samples. All filtering criteria were passed by 6384 probe sets and were subject to the statistical analysis described below, and probe sets that did not meet these criteria were not included in subsequent analyses.

### Hierarchical clustering

For hierarchical clustering of probe sets and arrays, the Log-2 scale MAS5 expression values from each probe set were first z-normalised so each probe set had a mean expression level of zero and a standard deviation (SD) of one across all samples. Then these normalised profiles were clustered hierarchically using an unweighted paired group method with arithmetic mean, and the Euclidean distance measure.

### Identification of genes associated with lupus nephritis and response to sirolimus therapy

The disease-related fold change differences were calculated by determining the difference in the log-2 signal of the 12-week-old asymptomatic mice and the combined 36 and 42-week-old diseased mice. Analysis of variance (ANOVA) was performed using this metric to identify disease-related differences. Raw p values were adjusted for multiplicity of testing using the false discovery rate (FDR) procedure of Reiner and colleagues [28] using Spotfire (Somerville, MA). Genes with a FDR p < 0.05 and an absolute fold change of two of more in the comparison between disease and asymptomatic groups were identified as being significantly associated with lupus nephritis. Lupus nephritis genes were identified as being significantly associated with response to sirolimus treatment if they met an FDR p < 0.05, in comparison between sirolimus-treated and disease groups. Those that failed to meet the FDR p < 0.05 in the comparison of the sirolimus-treated group to the disease group, did have a significant difference (FDR p < 0.05) in the comparison between sirolimus-treated and asymptomatic groups, confirming a resistance to sirolimus therapy.

### Pathway analysis

Pathway analysis was performed using Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, Redwood City, CA), MetaCore (GeneGo Inc., St. Joseph, MI) and an in-house implementation of the sigPathway algorithm [29]. SigPathway is an algorithm that identifies differentially expressed gene sets. An FDR p < 0.01 was used to identify significantly changing gene sets. Networks were built using genes that met FDR p < 0.05 within a gene set. Networks, canonical pathways and functional processes for genes passing either the FDR p < 0.05 and an absolute fold change of two or more criteria and/or SigPathway filter FDR p < 0.05 were analysed using IPA. Human, mouse and rat lupus-associated genes were identified using the search tools within IPA and MetaCore. Rapalog-mTOR pathway and its connectivity to the lupus nephritis disease data and the lupus disease genes were explored using the pathway building tools in IPA. The rapalog-mTOR pathway interactome was built using IPA and all proteins were exported to MetaCore to explore the human disease representation on the mTOR pathway interactome. In MetaCore, a gene is considered to be associated with a condition (disease, pathological or toxic process) as a biomarker if this gene or its product (RNA or protein) has different properties in the disease and healthy states. Such properties may include DNA characteristics (eg, mutation, single nucleotide polymorphisms, chromosomal rearrangement); epigenetics (eg, methylation of a promoter region, histone acethylation, nucleosome misplacement); RNA level (eg, disease specific splice variant, higher/lower expression level); or protein level (eg, disease-specific isoform, mutant isoform, subcellular localisation, post-translational modification, abundance). These genes are used to generate human 'disease biomarkers' networks using direct interactions between biomarker genes and proteins from their MetaBase database. I2E (from Linguamatics Ltd., Cambridge, UK) and clinical database findings were used to validate some of the relationships between sirolimus analogues and various human diseases identified in the mTOR pathway interactome.

## Results

### Short course therapy with sirolimus prevents onset of murine lupus and renal damage

Treatment with sirolimus maintained 100% survival at age one year, although survival in the control mice was only 20% (Figure 1a). Similarly, mice treated with sirolimus had minimal or no increase in proteinuria and were asymptomatic for more than three months after cessation of treatment (Figure 1b). Collectively, these findings demonstrated the sustained benefit of a short course of sirolimus therapy initiated early in disease.

**Figure 1:**
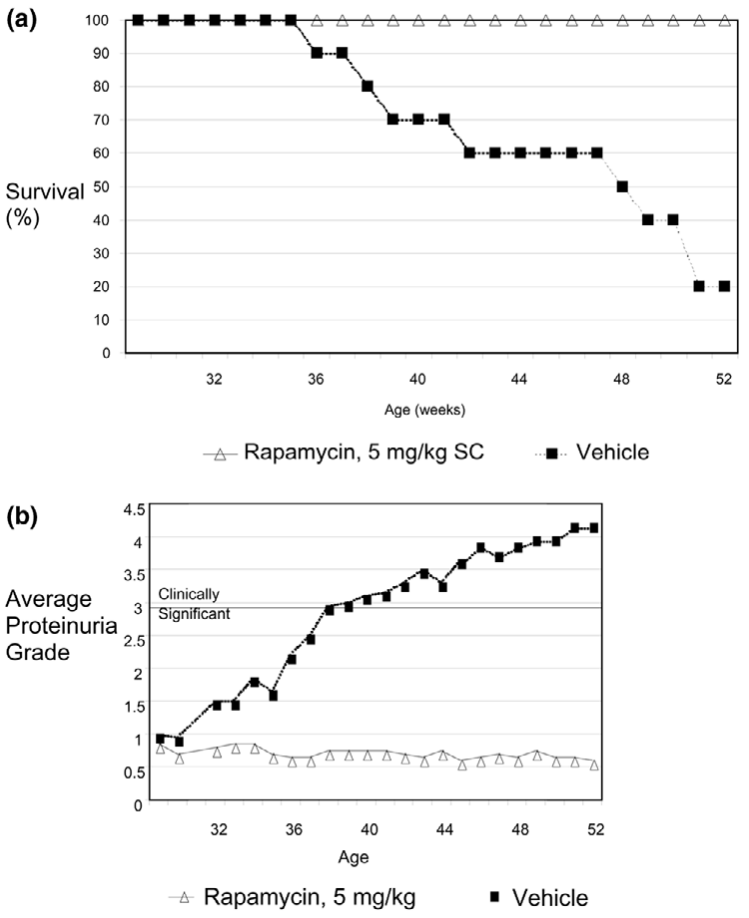
**Proteinuria and survival measurements**. (a) Survival and (b) proteinuria were measured weekly starting at 29 weeks of age (n = 10). Grade 0.5 proteinuria = 'trace'; grade 1 = about 30 mg/dL; grade 2 = about 100 mg/dL; grade 3 = about 300 mg/dL, a clinically significant level; grade 4 = more than 2000 mg/dL; grade 5 = death.

To verify the therapeutic effects of sirolimus therapy on renal pathology, kidney tissues were evaluated microscopically for renal lesions and cellular infiltrates that were anticipated to develop in NZB/W F1 mice at 36 weeks. Light microscopy of kidney sections from vehicle-treated nephritic mice revealed glomerulonephritis and interstitial inflammation, and also proteinaceous tubular casts, consistent with their proteinuria (Figure 2b). Kidney sections from 12-week-old mice before disease onset (Figure 2a) and from 36-week-old sirolimus-treated mice (Figure 2c) revealed minimal renal pathology. There was almost a complete absence of glomerular proliferation, interstitial infiltrates and casts. Histology scores for renal inflammation, lymphocytic infiltrates and tubular atrophy are shown in Table 1. There was good correlation between the level of proteinuria and the severity of pathophysiological changes observed in the kidneys. We have also collected extensive data in this model showing a dramatic decrease in anti-dsDNA titre with sirolimus treatment (see additional file 1). Collectively, these findings confirmed the previously reported beneficial effects of sirolimus treatment on the onset and pathology of lupus nephritis in this mouse model [20,22,30].

**Table 1:** Histopathology evaluation of kidneys from NZB/W F1 hybrid female mice at 42 weeks of age

Group	Animal	Interstitial inflammation	Glomerular nephritis		Tubular dilation
				
Therapy			Cellularity	Membrane thickness	
				
None	1	+2	-2	+2	+3
None	2	+3	-1	+3	+3
None	3	+2	-1	+3	+2
None	4	+3	-3	+3	+4
None	5	+3	-3	+3	+4
None	Mean	+2.6	-2	+2.8	+3.2
					
Sirolimus*	1	(+1)	0	+1	+1
Sirolimus	2	(+1)	0	+1	0
Sirolimus	3	(+2)	0	0	0
Sirolimus	4	0	0	0	0
Sirolimus	5	(+1)	0	0	0
Sirolimus	Mean	+1	0	+0.4	0
	p value, untreated versus treated	0.004	0.002	0.00006	0.0001

0 = normal, 1 = slight, 2 = mild, 3 = moderate, 4 = marked, 5 = severe.

* denotes focal not diffuse.

**Figure 2:**
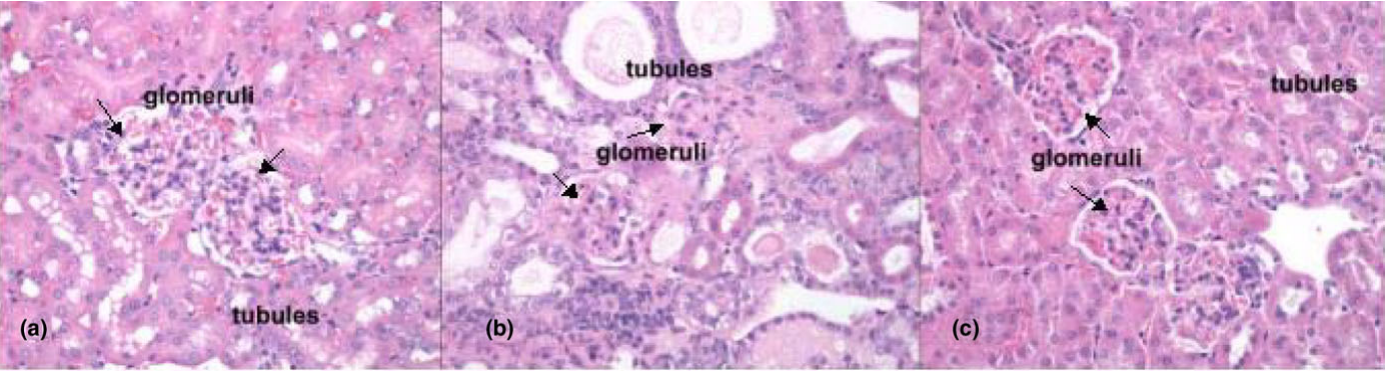
**Kidney histology. Representative sections of renal cortex from NZB × NZW F1 female mice**. (a) Section of kidney with glomeruli (arrows) and tubules that are within normal limits from a 12-week-old mouse. (b) Section from an untreated 36-week-old mouse. Glomeruli (arrows) are small with markedly thickened basement membranes and decreased numbers of cells (glomerulosclerosis). Tubules are dilated and contain protein casts or droplets in the lumens. (c) Section from a 36-week-old mouse treated with sirolimus has kidneys that are within normal limits. Glomerular (arrows) basement membranes are slightly thicker than those in the untreated 12-week-old mice. H & E, 40× original magnification.

### Identification of the disease-associated transcriptome

RNA was prepared from tissue corresponding to one-half of a kidney containing all cortex and medullary structures and harvested from asymptomatic mice at 12 weeks, diseased mice at 36 and 42 weeks and sirolimus-treated mice at the same age. Expression levels were assessed using Affymetrix GeneChips (Affymetrix, Santa Clara, CA). 

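Kidney expression was measured in 16 NZB/W F1 mice, the offspring of NZB and NZW parents, which develop an immune complex nephritis. There were 4 asymptomatic mice at 12 weeks, 3 diseased mice at 36 weeks, 3 diseased mice at 42 weeks and 3 sirolimus-treated mice at each of these later ages. The tissue held cortex and medulla, so each value averages over tubules, glomeruli, vessels and infiltrating cells. RNA from every mouse was hybridised to a pair of arrays, Mu11KsubA and Mu11KsubB (called A and B here), which carry different probe sets, and the 2 arrays of a mouse were treated as 1 replicate. The experimental design section of the methods gives 20 weeks as the age at which the asymptomatic mice were selected, the array methods and sample labels give 12 weeks, and 12 weeks is used here. The labels do not give the dose of sirolimus for each mouse. Treated and diseased mice are separate animals. A rise or fall with sirolimus is thus a difference between groups and not a change within a mouse. The methods place the harvest of kidneys months after the course of treatment had ended.
The values are MAS5 signals on a linear scale, which the authors made from the array images. Each array carries a single scaling factor, since the mean signal after trimming 2% of the probe sets was 99.9 on every A array and 100.0 on every B array. Median signals ran from 40.3 to 50.7 on the A arrays and from 30.6 to 41.0 on the B arrays. They were lower in the asymptomatic mice, with the diseased group 0.14 (A) and 0.18 (B) log2 units above them and the sirolimus-treated group 0.16 and 0.23 above them, so the balance of rises and falls against asymptomatic mice depends on how the arrays are scaled. Values per array have no counting depth, and the number of mice limits the precision. In diseased mouse 1 at 42 weeks the ratio of the 5' to the 3' actin control probe sets was 0.481 on array A and 0.483 on array B, the lowest of the 16 mice on both. Its GAPDH ratios of 1.46 and 1.16 were the lowest of the 6 diseased mice.
Signals were taken to log2 and compared with limma in a model of 3 groups (asymptomatic, diseased, sirolimus-treated) or of 5 groups where age was compared. Adjusted p values are Benjamini-Hochberg values over all probe sets tested, and a probe set is called changed at an adjusted p under 0.05 and a fold change of at least 2, the thresholds given in the methods. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and the same test with an estimated correlation is given beside it. Counts of genes in a list are at an adjusted p under 0.05 over all probe sets tested, and the counts over the list alone adjust within the list. The leading digits of the array identifiers put the asymptomatic arrays in blocks of their own on both array types, so in every comparison with asymptomatic mice the group and the array block cannot be told apart. Diseased and sirolimus-treated mice share 3 blocks on array A and 2 on array B.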

There were 6384 probe sets that met the criteria for inclusion in analysis. 

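Of the 13057 probe sets on both arrays other than controls, 7989 reached a signal of at least 50 in at least 1 of the 16 mice and were tested here, 4053 on array A and 3936 on array B. The present calls used in the methods' filter were not used here. The annotation names exactly 1 gene for 7650 of the 13057 probe sets, several genes for 224 and none for 5183, and 108 of the named ones take their name from Additional file 3. The tested probe sets cover 4236 genes with a name of their own, and a gene measured by several probe sets is represented by the one with the highest mean signal. Signals are compared between mice and not between probe sets, which differ in how strongly they bind. Cd74, the invariant chain of MHC class II, had a geometric mean signal of 609 in the asymptomatic mice (n = 4), Pck1, which makes glucose in the proximal tubule, 3368, and Socs3, an inhibitor of cytokine signalling, 11.8.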

The expression patterns of these 6384 probe sets across groups were visualised using an unsupervised clustering algorithm, which assigns samples to clusters (nodes) based on similarity of transcriptional pattern. A visual representation of differential gene expression is shown in additional file 2. Samples were grouped into three nodes: asymptomatic 12-week-old group; 36 and 42 week diseased group; and 36 and 42 week sirolimus-treated group. This segregation indicated that the renal RNA expression patterns of these three groups were distinct from each other. 

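Hierarchical clustering of the 7989 tested probe sets (z-scored log2 signal, Euclidean distance, average linkage) gave each group a node of its own, and the asymptomatic and sirolimus-treated nodes joined before either met the diseased mice. When the tree was divided into 3 clusters, 15 of the 16 mice lay in the cluster holding most of their group, and diseased mouse 1 at 42 weeks stood alone. The same division over the 933 probe sets called between diseased and asymptomatic mice left 14 of 16, with diseased mouse 2 at 36 weeks and diseased mouse 1 at 42 weeks in a cluster apart. The asymptomatic and sirolimus-treated mice shared the first cluster in both. The mean log2 signal of macrophage genes, relative to the asymptomatic mean, was 0.516 in diseased mouse 1 at 42 weeks and at least 1.39 in the other 5 diseased mice, and that of proximal tubule genes was -0.549 to -1.93 over the 6 diseased mice.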

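At 42 weeks Lcn2, Ccl9 and Fos were higher and Glul and Dnase1 lower in diseased (n = 3) than in asymptomatic kidneys (n = 4). Lcn2, a lipocalin released by injured tubules, had a log2 fold change of 4.75 ± 0.69 (± standard error, adjusted p = 0.000683 from limma), the chemokine Ccl9 4.36 ± 0.63 (adjusted p = 0.000658) and the transcription factor Fos 3.40 ± 0.38 (adjusted p = 0.000254). Glul, glutamine synthetase, had a log2 fold change of -4.74 ± 0.57 (adjusted p = 0.000349), and Dnase1, a secreted nuclease that degrades DNA, -3.71 ± 0.75 (adjusted p = 0.00355). The signals of Lcn2, Ccl9 and Fos start below 50 and that of Glul ends below it, so these folds are not exact. At an adjusted p under 0.05 and a fold change over 1.5, 1643 probe sets differed, 853 of them higher and 790 lower. The methods' analysis of variance called 889, and centring each array on its median gave 640 higher and 1217 lower.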

We then identified 1141 probe sets that differed between the asymptomatic and 42-week diseased groups with FDR p < 0.05 and an average fold change more than 1.5. 

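The changes of these genes at 36 weeks were close to those at 42 weeks. Lcn2 had a log2 fold change against asymptomatic mice of 4.16 ± 0.69 (± standard error) at 36 weeks, Ccl9 4.95 ± 0.63, Fos 3.14 ± 0.38, Glul -4.82 ± 0.57 and Dnase1 -3.58 ± 0.75, each with an adjusted p under 0.05 from limma. Of these only Dnase1 has a mean signal above 50 in both groups. Across the 1643 probe sets called at 42 weeks, the linear fold changes at the 2 ages had a Pearson correlation of 0.968, and a Spearman correlation of 0.952. Within rises Pearson's r was 0.964 and within falls 0.817. These are correlations across probe sets, which are not independent replicates, and both ages share the same 4 asymptomatic mice. In simulated data with no effect the shared mice alone gave a log2 correlation of 0.425, where the measured one was 0.973. The simulated values were not selected for a change at 42 weeks, and over all probe sets the simulated correlation was 0.4285. The measured probe sets were so selected, so 0.425 can be too low a baseline for them. With separate asymptomatic mice for each age (2 and 2) the measured correlation was 0.947, and 0.871 on the linear scale. Without diseased mouse 2 at 42 weeks the linear correlation was 0.791.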

As seen in Figure 3, these 1141 probe sets showed an almost identical change relative to the asymptomatic group in the comparison with the 36-week diseased group (Pearson correlation = 0.97).

**Figure 3:**
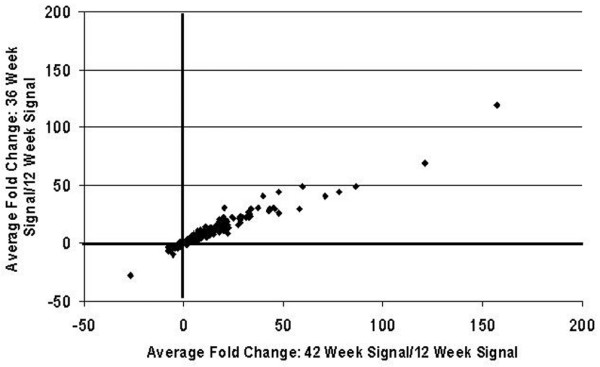
**Close similarities in disease-related gene expression changes in kidneys at 36 and 42 weeks of age**. Between the 42-week diseased group and the asymptomatic group with false discovery rate (FDR) p < 0.05 and average fold change more than 1.5, 1141 probe sets were identified to be differentially expressed. Average fold changes of these 1141 probe sets for the 42-week comparison with the asymptomatic group are shown on the X axis. The average fold changes for the 36-week comparison with the asymptomatic group are on the Y axis. Note, that although the magnitude of the changes at 42 weeks tended to be slightly larger than those at 36 weeks, the direction of change of all 1141 probe sets was the same and the magnitude of the changes are very well correlated (Pearson correlation = 0.97). The criteria used to identify 1141 probe sets are more relaxed than those used to identify lupus nephritis genes. This was to show that even the smaller changes (1.5 versus twofold change) observed in this model are well correlated at 36 weeks and 42 weeks.

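Of the 1643 probe sets, 1636 (99.57%) had the same direction at 36 weeks. Simulated data with no effect and the same shared asymptomatic mice gave 64.16%. These were not selected for a change at 42 weeks, so this baseline can be too low. With separate asymptomatic mice for each age the measured share was 99.12%. Of the 1643, 1164 also had an adjusted p under 0.05 at 36 weeks. The 7 others include Inmt, which methylates indoles, with a log2 fold change of -1.82 at 42 weeks and 0.30 at 36 weeks, the peptidase Dpp7 (-0.79 and 0.22) and the adaptor Baiap2 (-1.70 and 0.11). They were singled out after their values were seen, and none had an adjusted p under 0.05 at 36 weeks. The direct comparison of diseased mice at 42 and 36 weeks (3 against 3) called 0 probe sets with limma at a fold change over 1.5, with 503 at an unadjusted p under 0.05 and a smallest adjusted p of 0.324. Without diseased mouse 2 at 42 weeks it called 34.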

Based on the similarities in the 36-week and 42-week mice, ANOVA with FDR adjustment was performed comparing the expression values of the disease group (consisting of untreated 36- and 42-week-old mice) to those of the asymptomatic 12-week-old group. This analysis yielded 195 differentially expressed immunoglobulin probe sets and 547 differentially expressed non-immunoglobulin probe sets (using significance criteria of FDR p ≤ 0.05 and a fold change differential ≥ 2). 

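Diseased kidneys of both ages (n = 6) differed from asymptomatic kidneys (n = 4) at 933 probe sets, 620 higher and 313 lower. Of these, 18 are annotated as immunoglobulin and all 18 were higher, and 915 are not, 602 higher (65.8%) and 313 lower, covering 467 named genes. A further 249 of the 915 belong to a family of unnamed probe sets on array B whose identifiers begin with ET6. Of this family 241 were higher and 8 lower. The remaining 666 probe sets split into 361 higher and 305 lower. Centring each array on its median gave 514 higher and 524 lower, raising signals below 50 to 50 left 565 in all, and with no fold threshold 2372 had an adjusted p under 0.05.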

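Rises and falls are ranked here among named genes other than immunoglobulins whose groups do not overlap, by the probe set of highest mean signal. By this rule Ccl9, Lcn2, Pou2af1 and Cxcl1 had the largest rises in diseased kidneys. Another probe set of Lcn2 had a log2 fold change of 6.51. The chemokine Ccl9 had a log2 fold change of 4.66 ± 0.51 (± standard error, adjusted p = 2.91e-05 from limma) and Lcn2, an injury lipocalin, 4.46 ± 0.56 (adjusted p = 6.40e-05). Pou2af1, a coactivator of B cells, had 3.99 ± 0.52 (adjusted p = 7.33e-05), and Cxcl1, a chemokine for neutrophils, 3.89 ± 0.78 (adjusted p = 0.00156). D17H6S56E-5, Atf3, Fos, Il1rn, Socs3 and Ccl2 followed with log2 fold changes of 3.59, 3.54, 3.27, 3.18, 3.14 and 3.11. All 10 start below the minimum of 50 (Ccl9 at a geometric mean signal of 2.47), and Pou2af1, Cxcl1, Fos, Il1rn and Ccl2 stay below it, so these folds and their order are not exact. Glul and Dnase1 had the largest falls. Glul, glutamine synthetase, had a log2 fold change of -4.78 ± 0.46 (adjusted p = 1.52e-05) and the nuclease Dnase1 -3.64 ± 0.59 (adjusted p = 0.000359). Further probe sets of Dnase1 had -3.96 and -1.04, so the size of its fall depends on the probe set. Serpina6, which binds corticosteroids, had -3.17, the renin gene Ren2 -3.10, Ly6f -3.08, the brush border peptidase Mep1b -3.03, Hpd of tyrosine breakdown -3.02, Alb -2.90, the water channel Aqp4 -2.86 and Bhmt of methionine synthesis -2.86, all with adjusted p under 0.05. Of these only Dnase1, Mep1b and Hpd end above 50, and Glul ends at 4.37.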

The disease-associated expression pattern of the 547 non-immunoglobulin transcripts included both up-regulated and down-regulated non-immunoglobulin genes (Figure 4a). 

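Of the 23 probe sets tested that are annotated as immunoglobulin, 18 were called higher in diseased than in asymptomatic kidneys, none was called lower and 5 did not reach the thresholds. The called probe sets had a median log2 fold change of 2.53. The variable kappa segment Igkv5-43 had 4.32 ± 0.62 (± standard error, adjusted p = 0.000151 from limma), rising from a geometric mean signal of 14.0 to 280.3. A kappa probe set named Igk had 3.73 ± 0.68 (adjusted p = 0.000769) and the heavy chain segment Ighv5-12 3.60 ± 0.59 (adjusted p = 0.000359). In sirolimus-treated kidneys (n = 6) 15 of the 18 were lower than in diseased kidneys at an adjusted p under 0.05, 3 remained above asymptomatic kidneys, and the median log2 fold change against asymptomatic kidneys was 1.12. The annotation does not name the ET6 family of unnamed probe sets. Counting it as immunoglobulin gives 267 called, 259 higher and 8 lower.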

All 195 immunoglobulin probe sets were elevated in disease compared with asymptomatic animals (Figure 4b). Of these 547 probe sets, protein interaction data from the literature is available in IPA for 387 genes. We have used this set of 387 genes for pathway analyses as described below. The complete list of non-immunoglobulin genes with functional annotation is included in Additional file 3. An analysis of the expression of these genes in kidneys of young (12 weeks old) versus aged (32 weeks old) C57Bl/6 mice by ANOVA with FDR adjustment showed no significant age-related changes in the 547 transcripts associated with lupus nephritis.

**Figure 4:**
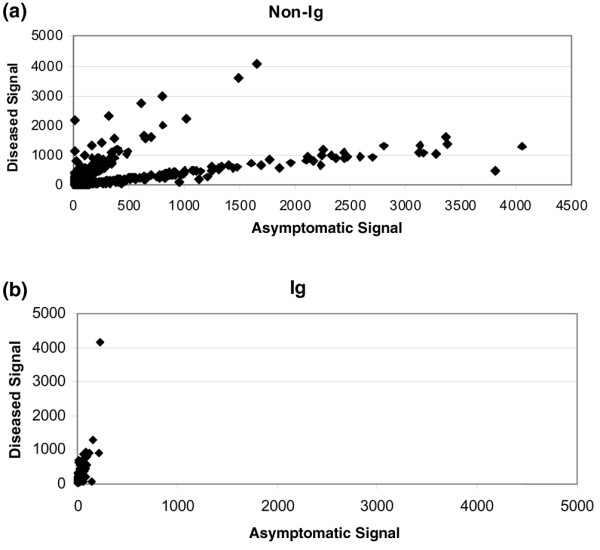
**Expression changes in transcripts associated with disease progression**. Scatter plot showing the expression levels of dysregulated probe sets expressed in (NZBxNZW)F1 kidneys of mice with lupus nephritis (older mice) (Y axis) compared with expression levels in asymptomatic (younger) mice (X axis). (a) Expression levels of 547 non-immunoglobulin (Ig) probe sets significantly associated with disease, 46% of which are expressed at higher levels in diseased kidney. (b) Expression levels of 195 immunoglobulin probes sets, 100% of which are expressed at higher levels in diseased kidney.

### Identification of nephritis-associated probe sets modulated by sirolimus treatment

Of the 547 non-immunoglobulin probe sets associated with nephritis at 36 and 42 weeks, 365 were modulated toward asymptomatic levels by sirolimus treatment (with 150 that were not modulated). Those that failed to meet the FDR p < 0.05 in the comparison of the sirolimus-treated group to the disease group, did have a significant difference (FDR p < 0.05) in the comparison between sirolimus treated and asymptomatic groups, confirming a resistance to sirolimus therapy. 

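Most probe sets that differed in disease lay toward the asymptomatic level in sirolimus-treated mice, which were not the mice measured as diseased. C3, the central complement protein, fell from a geometric mean signal of 1172 in diseased kidneys to 118 in sirolimus-treated kidneys, against 155 in asymptomatic ones. Dnase1 rose from 304 to 3565, against 3799. Of the 915 non-immunoglobulin probe sets, 694 had an adjusted p under 0.05 from limma between sirolimus-treated and diseased mice. Of these 480 were lower and 214 higher with sirolimus, and all 694 differed toward the asymptomatic level. Of the 915, 619 (67.7%) had returned, with no difference from asymptomatic mice at an adjusted p under 0.05, 71 had partly returned, 4 had gone past the asymptomatic level, 94 had kept the disease change and 127 differed from neither group. The median share of the disease change that remained with sirolimus was 30.4% for rises and 34.6% for falls. The mice at 36 weeks alone gave 387 modulated probe sets and those at 42 weeks alone 348, and after centring each array on its median 301 were higher and 420 lower. Probe sets annotated as immunoglobulin are not part of these counts, but the 249 called of the unnamed ET6 family are. Of these 224 were lower with sirolimus than in disease and 33 remained above asymptomatic mice. The median log2 fold change of the 249 against asymptomatic mice was 1.06. A probe set classed as returned can thus still lie away from the asymptomatic level. Counting the ET6 family as immunoglobulin leaves 465 modulated of 666.

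**Figure D1:**
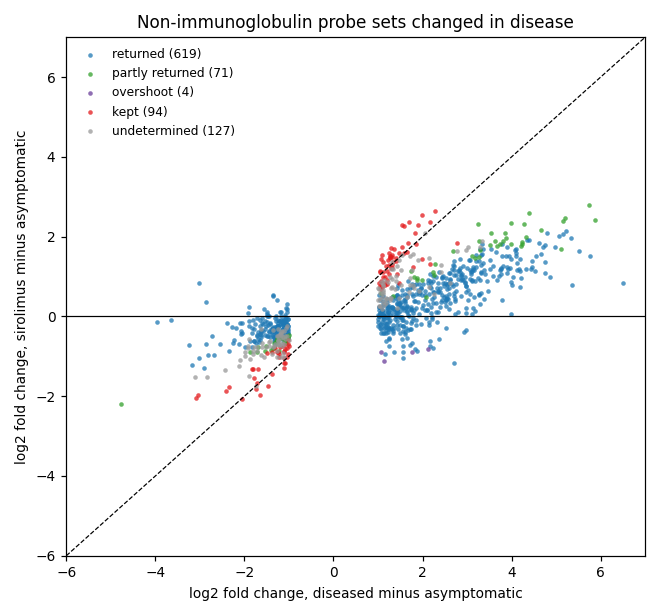
Each point is 1 of the 915 non-immunoglobulin probe sets changed in disease, with the log2 fold change of diseased against asymptomatic mice on the x axis and of sirolimus-treated against asymptomatic mice on the y axis. Colours give the class with its count. The solid line marks the asymptomatic level and the dashed line a disease change left as it was. The 619 returned probe sets had no adjusted p under 0.05 against asymptomatic mice, which does not place each of them near the solid line. The 915 include 249 unnamed ET6 probe sets.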

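Genes that kept their disease change include Edn1, the vasoconstrictor endothelin 1, with a log2 fold change against asymptomatic mice of 2.17 in disease and 1.32 ± 0.37 (± standard error, adjusted p = 0.0310 from limma) with sirolimus. Lpl, lipoprotein lipase, had -1.82 in disease and -1.31 ± 0.40 (adjusted p = 0.0420) with sirolimus, and Cflar, an inhibitor of death receptor signalling, -1.11 and -1.17 ± 0.18 (adjusted p = 0.00229). Of the 221 disease-associated probe sets without an adjusted p under 0.05 between sirolimus-treated and diseased mice, 94 differed from asymptomatic mice at an adjusted p under 0.05 and 127 did not. Dbt, a subunit of the branched-chain keto acid dehydrogenase, is among the 127, with 0.70 ± 0.28, adjusted p = 0.0807 between sirolimus-treated and diseased mice and -0.48 ± 0.32, adjusted p = 0.327 between sirolimus-treated and asymptomatic mice.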

The comparative expression levels for the 365 sirolimus-modulated probe sets are shown in Figure 5. Both up- and down-regulated genes are among those modulated by treatment. 

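Large rises with sirolimus over diseased kidneys were those of Hpd of tyrosine breakdown, with a log2 fold change of 3.86 ± 0.59 (± standard error, adjusted p = 0.000416 from limma), Dnase1 with 3.55 ± 0.53 (adjusted p = 0.000348) and Bhmt with 3.21 ± 0.40 (adjusted p = 7.78e-05). Further probe sets of Dnase1 had 3.80 and 1.16. The fructose carrier Slc2a5 and the vesicle traffic gene Rab6a each rose by 2.24. Large falls include Ms4a6b, a membrane protein of leukocytes, with -3.33 ± 0.38 (adjusted p = 3.42e-05), and Lcn2 with -3.07 ± 0.50 (adjusted p = 0.000703). The mean signals of Rab6a lie below 50 in both groups, those of Bhmt and Slc2a5 start below it and that of Ms4a6b ends below it, so these folds are not exact. Over all probe sets tested, 747 differed between sirolimus-treated and diseased mice, 184 higher and 563 lower with sirolimus. Of the 620 that had risen in disease 449 were among the lower ones, where independent lists would share 43.7. Of the 313 that had fallen 109 were among the higher ones, where 7.21 would be shared. None differed in the direction away from the asymptomatic level. Because both comparisons hold the same diseased mice, probe sets were also chosen at 1 age and tested at the other. Of those higher in disease at 36 weeks, 538 of 579 lay lower with sirolimus at 42 weeks (92.9%, against 43.4% of all tested probe sets), and of those lower in disease 248 of 270 lay higher (91.9%, against 56.6%). In a fit of the 6 mice at 42 weeks alone (3 against 3) only 2 and 0 of these had an adjusted p under 0.05. Chosen at 42 weeks and tested in the same way at 36 weeks, 485 of 533 lay lower (91.0%, 68 at an adjusted p under 0.05) and 275 of 310 higher (88.7%, 10 at an adjusted p under 0.05). From these comparisons the paper separates genes that respond to sirolimus from those that resist it.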

The changes associated with therapy and amelioration of disease can be found in Additional file 3.

**Figure 5:**
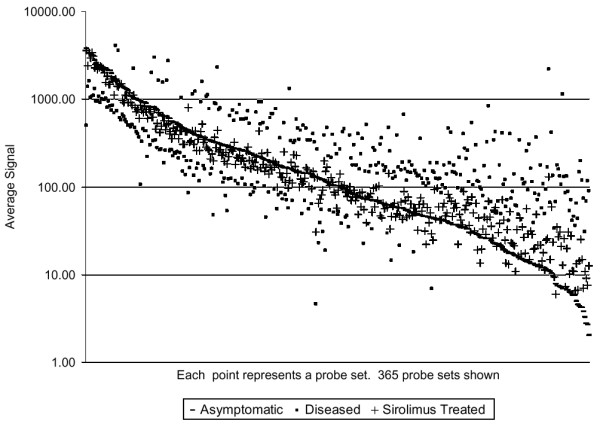
**Maintenance of normal levels of nephritis-associated gene expression with sirolimus treatment**. Of the 547 probe sets expressed at significantly different levels in diseased and asymptomatic kidney, 365 were not significantly different (false discovery rate (FDR) > 0.05) between asymptomatic and sirolimus-treated kidney. Probe sets are shown ordered by expression level in asymptomatic kidney.

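Sirolimus-treated kidneys (n = 6) were compared with asymptomatic kidneys (n = 4). Eda, a ligand of the tumour necrosis factor family, had a log2 fold change of 2.65 ± 0.41 (± standard error, adjusted p = 0.00229 from limma). The zinc finger gene Zfp936 had 2.56 ± 0.47 (adjusted p = 0.00438) and Pou2af1 of B cells 2.33 ± 0.52 (adjusted p = 0.0103). Usp42, a deubiquitinase, and Lhx3, a homeobox gene, had 1.72 and 1.59. Glul fell by 2.20, Ly6f by 2.04, Cops4 of the COP9 signalosome by 1.97, Plbd1 by 1.95 and the endothelial phosphatase Ptprb by 1.74. Mean signals of these 5 rises lie below the minimum of 50 in both groups, and those of the 5 falls end below it, so the folds and their order are not exact. Of the 915 disease-associated probe sets, 169 had an adjusted p under 0.05 between sirolimus-treated and asymptomatic mice. Over all probe sets tested 220 passed both thresholds, 165 higher and 55 lower. Centring the arrays on their medians gave 91 higher and 150 lower, quantile normalization 74 and 82, no filter on signal 758 in all, a floor of 50 only 49, and leaving out asymptomatic mouse 2 140. Age, treatment and array block all differ between these groups.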

### Biological annotation of disease and drug-responsive genes

Transcriptional analysis of kidney tissue in this model of nephritis generated three gene signatures for biological pathway comparison: disease-associated genes (identified by comparison of disease versus asymptomatic cohorts), sirolimus-responsive disease-associated genes (identified by comparison of diseased (control) versus sirolimus-treated cohorts), and sirolimus non-responsive disease associated genes (identified by comparison sirolimus-treated cohorts versus asymptomatic). Using the SigPathway algorithm, apoptotic gene sets and several mitochondrial gene sets (mitochondrial inner membrane and inner membrane proteins) were identified as being significantly associated with disease. 

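Some transcripts of the mitochondrial respiratory chain were lower in diseased kidneys. Sdha, the flavoprotein of complex II, had a log2 fold change of -1.38 ± 0.19 (± standard error, adjusted p = 0.000129 from limma) against asymptomatic kidneys, and Ndufaf4, an assembly factor of complex I, -1.12 ± 0.22 (adjusted p = 0.00113). Atp5a1, a subunit of ATP synthase, had -0.86 ± 0.13 (adjusted p = 0.000265). Of 57 genes of the electron transport chain measured, 19 were lower, 1 was higher and 37 did not pass the test (1 higher and 19 lower over the list alone). The list as a whole lay lower than other genes only at the preset correlation (camera adjusted p = 9.63e-05, adjusted p = 0.414 with an estimated correlation). In the same kidneys 11 of 14 proximal tubule markers were lower.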

Mitochondrial regulation of apoptosis was evident from these various gene sets, and this process is depicted in Figure 6. 

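Of the apoptosis genes drawn as raised in Fig. 6, Birc3, an inhibitor of apoptosis, had a log2 fold change of 2.61 ± 0.60 (± standard error, adjusted p = 0.00405 from limma) in diseased against asymptomatic kidneys. The cell cycle kinase Cdk1 had 1.77 ± 0.27 (adjusted p = 0.000223), Nfkbia, the inhibitor of NF-κB, 0.82 ± 0.14 (adjusted p = 0.000388) and Btg2, which restrains proliferation, 0.87 ± 0.23 (adjusted p = 0.00952). Dad1, Bok and Bak1 had 0.57, 0.60 and 0.51, and Mcl1 0.47. In all 10 of 13 were higher, none was lower and 3 did not pass the test (10 higher and 0 lower over the list alone, camera adjusted p = 0.000164, adjusted p = 0.0581 with an estimated correlation). Btg1 and Hk1 were at -0.045 and 0.38 without passing, and other probe sets of theirs passed with 0.45 and 0.62. Of those drawn as lowered, Hspa9, a chaperone of the mitochondrial matrix, had -1.35 ± 0.22 (adjusted p = 0.000372), Foxo3, a transcription factor that promotes apoptosis, -0.82 ± 0.29 (adjusted p = 0.0395). Aifm1, the apoptosis inducing factor, had -0.77 ± 0.16 (adjusted p = 0.00211) and the ADP/ATP carrier Slc25a4 -0.74 ± 0.14 (adjusted p = 0.00129). Here 12 of 15 were lower, none was higher and 3 did not pass the test (0 higher and 13 lower over the list alone, camera adjusted p = 1.15e-06, adjusted p = 0.0544 with an estimated correlation). The study drew both lists from these mice, so their direction is not independent evidence. Another probe set of Vdac1 did not pass.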

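In sirolimus-treated against diseased kidneys, Birc3 had a log2 fold change of -2.27 ± 0.54 (± standard error, adjusted p = 0.00671 from limma), Cdk1 -1.05 ± 0.24 (adjusted p = 0.00545) and Mcl1, a survival factor of the Bcl-2 family, -0.86 ± 0.12 (adjusted p = 0.000263). Of the 13 measured genes of apoptosis drawn as raised in Fig. 6, 6 were lower with sirolimus, none was higher and 7 did not pass the test (0 higher and 7 lower over the list alone, camera adjusted p = 2.97e-05, adjusted p = 0.0375 with an estimated correlation). Of the 15 drawn as lowered, 3 were higher with sirolimus and 12 did not pass (2 higher and 0 lower over the list alone, camera adjusted p = 0.0237, adjusted p = 0.203 with an estimated correlation). Against asymptomatic kidneys 6 of these 15 were lower with sirolimus, none was higher and 9 did not pass (0 higher and 7 lower over the list alone, camera adjusted p = 0.000633, adjusted p = 0.392 with an estimated correlation). They include Slc25a4 with -0.61 ± 0.14 (adjusted p = 0.0134), the mitochondrial pore protein Vdac2 with -0.45 ± 0.10 (adjusted p = 0.00951) and the chaperone Hspa9 with -0.80 ± 0.22 (adjusted p = 0.0285), though another probe set of Hspa9 did not pass (-0.49). For the electron transport chain 2 of 57 genes were lower and none was higher against asymptomatic kidneys (0 higher and 0 lower over the list alone, camera adjusted p = 0.000805, adjusted p = 0.895 with an estimated correlation). As above, the study chose the apoptosis lists on these mice.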

Sirolimus treatment restores the expression level of these gene sets to the asymptomatic levels, rendering this pathway insignificant (by SigPathway in the comparison of the sirolimus-treated and asymptomatic groups). Using a combination of SigPathway and/or IPA, other immuno-inflammatory networks linked to disease were identified. These included the antigen presentation pathway (Figures 7 and 8), complement pathway (Figures 9 and 10), and IL1 and IL10 signalling pathways (data not shown). Close examination of the antigen presentation pathway in the disease tissue identified elevated transcriptional expression of multiple components of the H2 locus involved in antigen presentation to both CD8+ and CD4+ T cells (Figure 7). 

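In diseased kidneys (n = 6 against 4 asymptomatic) genes of both presentation routes were higher. Of the class I genes, H2-K1, a heavy chain, had a log2 fold change of 2.09 ± 0.14 (± standard error, adjusted p = 1.15e-06 from limma), its partner B2m 1.26 ± 0.17 (adjusted p = 7.88e-05). The peptide transporter Tap1 had 1.83 ± 0.44 (adjusted p = 0.00526) and the immunoproteasome subunit Psmb10 1.88 ± 0.35 (adjusted p = 0.000889). Of 15 measured, 10 were higher, 1 was lower and 4 did not pass the test (11 higher and 2 lower over the list alone, camera adjusted p = 1.78e-05, adjusted p = 0.0544 with an estimated correlation). The lower one, Canx, is a chaperone of many glycoproteins (-1.10 ± 0.35, adjusted p = 0.0254), and another probe set of it did not pass. Of the class II genes, Cd74, the invariant chain, had 2.15 ± 0.16 (adjusted p = 1.34e-06), Ctss, the protease that cleaves it, 2.24 ± 0.34 (adjusted p = 0.000218) and H2-DMa, which helps to load peptides, 2.13 ± 0.23 (adjusted p = 2.91e-05). Here 8 of 10 were higher, none was lower and 2 did not pass (8 higher and 0 lower over the list alone, camera adjusted p = 7.79e-08, adjusted p = 0.0581 with an estimated correlation). H2-Eb1 had 1.43 and H2-Ea 1.74, and a further probe set of each did not pass. Macrophages carry many of these transcripts, and 12 of 15 macrophage markers were also higher in disease (13 higher and 0 lower over the list alone, camera adjusted p = 1.65e-07, adjusted p = 0.0581 with an estimated correlation). The class II score, the mean log2 change of the list, was 0.699 in diseased mouse 1 at 42 weeks and at least 1.45 in the other 5 diseased mice.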

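With sirolimus many genes of antigen presentation were lower than in diseased kidneys (n = 6 and 6). Cd74 had a log2 fold change of -2.36 ± 0.14 (± standard error, adjusted p = 1.26e-07 from limma), H2-DMa -2.93 ± 0.21 (adjusted p = 6.63e-07), Tap1 -2.64 ± 0.39 (adjusted p = 0.000348) and H2-K1 -1.61 ± 0.13 (adjusted p = 2.08e-06). Of the class I genes 11 of 15 were lower, none was higher and 4 did not pass the test (2 higher and 11 lower over the list alone, camera adjusted p = 3.72e-09, adjusted p = 0.0308 with an estimated correlation). Of the class II genes 8 of 10 were lower, none was higher and 2 did not pass (0 higher and 8 lower over the list alone, camera adjusted p = 1.78e-11, adjusted p = 0.0308 with an estimated correlation). Macrophage markers fell in the same kidneys, 13 of 15 with none higher (0 higher and 14 lower over the list alone, camera adjusted p = 5.42e-12, adjusted p = 0.0308 with an estimated correlation). A further probe set of H2-Eb1 did not pass (0.10). Canx of the class I list did not pass, but further probe sets of it were higher with sirolimus (0.63, adjusted p = 0.00812, and 0.77, adjusted p = 0.00391).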

A similar pattern is seen for these transcripts in the comparison of the disease and treated groups. 

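Against asymptomatic kidneys, H2-DMa and Tap2, a subunit of the peptide transporter, were lower with sirolimus, with log2 fold changes of -0.81 ± 0.23 (± standard error, adjusted p = 0.0335 from limma) and -0.81 ± 0.17 (adjusted p = 0.00821). H2-K1 remained higher, with 0.48 ± 0.14 (adjusted p = 0.0365), though not at another probe set of the gene. Cd74 (-0.21 ± 0.16), Ctss (-0.79 ± 0.34), B2m (0.030 ± 0.17) and Tap1 (-0.81 ± 0.44) had adjusted p values from 0.922 to 0.124 and did not pass. In the class I list 1 of 15 genes was higher and 1 lower (1 higher and 1 lower over the list alone, camera adjusted p = 0.523, with a mean of -0.17 and a median of 0.024). In the class II list none of 10 was higher and 1 was lower (0 higher and 1 lower over the list alone, camera adjusted p = 0.310).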

The data show a treatment-dependent return to asymptomatic levels for some genes of this pathway, and a treatment dependent decrease below asymptomatic levels for some other genes (Figure 8). 

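C1qa, C1qb and C1qc encode the chains of C1q, which binds antibody in immune complexes. They had log2 fold changes of 2.71 ± 0.46 (± standard error, adjusted p = 0.000456 from limma), 2.20 ± 0.27 (adjusted p = 5.15e-05) and 2.07 ± 0.24 (adjusted p = 3.64e-05) in diseased (n = 6) against asymptomatic kidneys (n = 4). C3, on which the pathways converge, had 2.92 ± 0.35 (adjusted p = 4.26e-05), and a probe set shared by C4a and C4b 1.92 ± 0.23 (adjusted p = 3.98e-05). C2, which forms the C3 convertase with C4, had 0.61 ± 0.15 (adjusted p = 0.00716), Cfp, properdin of the alternate pathway, 1.24 ± 0.31 (adjusted p = 0.00689) and Cfb, its factor B, -0.30 ± 0.14, adjusted p = 0.113, with 0.26 at another probe set that did not pass either. Of 8 genes of early complement measured, 6 were higher, none was lower and 2 did not pass the test (6 higher and 0 lower over the list alone, camera adjusted p = 0.000263, adjusted p = 0.0659 with an estimated correlation). The C4 probe set names 2 genes and stands outside this count. C1q is made largely by macrophages, whose markers were higher in the same mice.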

Evaluation of the complement pathway in the disease tissue shows increased transcriptional expression of key components of the classical pathway, C1qa, C1qb, C1qc, C4 and C3, the latter two are also components of the alternate pathway (Figure 9). 

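C8g, the gamma chain of C8 in the membrane attack complex, was the only gene of the terminal pathway measured, with a log2 fold change of -0.65 ± 0.24, adjusted p = 0.0580 from limma in diseased against asymptomatic kidneys (± standard error). It had an adjusted p under 0.05 over its list alone, which holds this gene only. The other C8 chains and factor D (Cfd) are not named in the array annotation used here, so no value is given for them. Among regulators and receptors, Cfi, the protease that cuts C3b and C4b, had 1.06 ± 0.32, adjusted p = 0.0216, and Clu, clusterin, 1.25 ± 0.35, adjusted p = 0.0132. Cd59a, which blocks the membrane attack complex, had -0.49 ± 0.17, adjusted p = 0.0432 and Serping1, the C1 inhibitor, 0.57 ± 0.21, adjusted p = 0.0549. C1qbp, a binding protein of C1q, had 0.040 ± 0.13, adjusted p = 0.854. In all 2 of 7 were higher, 1 was lower and 4 did not pass the test (3 higher and 1 lower over the list alone, camera adjusted p = 0.462).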

Using SigPathway, additional members of the complement pathway C8, CFH and CFD were identified. Treatment with sirolimus returned the expression of the C3 and C1q to asymptomatic levels, while C4 in the classical pathway remained elevated (Figure 10 and data not shown).

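With sirolimus C3 fell by 3.31 on the log2 scale from diseased kidneys (standard error 0.31, adjusted p = 7.23e-06 from limma), C1qa by 3.86 (standard error 0.41, adjusted p = 1.67e-05), C1qb by 2.12 and C1qc by 2.11. Against asymptomatic kidneys C3 was at -0.39 ± 0.35, adjusted p = 0.469, C1qa at -1.16 ± 0.46, adjusted p = 0.0976 and C1qb at 0.079 ± 0.27, adjusted p = 0.875. The C4 probe set fell by 1.32 (standard error 0.20, adjusted p = 0.000414) and lay 0.60 ± 0.23 above asymptomatic kidneys (adjusted p = 0.0833), which does not pass the test. Its geometric mean signals were 149.6 in asymptomatic, 567 in diseased and 227 in sirolimus-treated kidneys. Of the early complement genes 6 of 8 were lower than in disease, none was higher and 2 did not pass (0 higher and 6 lower over the list alone, camera adjusted p = 9.23e-06, adjusted p = 0.0375 with an estimated correlation). None of these 8 differed from asymptomatic kidneys (camera adjusted p = 0.661). Macrophage markers fell in the same sirolimus-treated kidneys, 13 of 15 lower than in disease and none higher. Of the regulators and receptors 4 of 7 were lower than in disease and none was higher (0 higher and 4 lower over the list alone, camera adjusted p = 0.0410, adjusted p = 0.0835 with an estimated correlation).

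**Figure D2:**
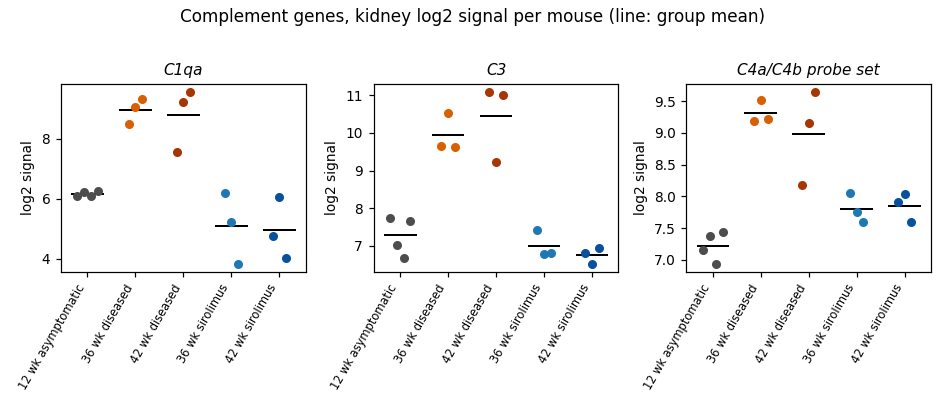
The y axis is the log2 signal of C1qa, C3 and the probe set shared by C4a and C4b, each dot is a mouse and each line a group mean, with the 5 age and treatment groups along the x axis. The sirolimus-treated mice lie within or below the asymptomatic range for C3 and near or below it for C1qa, and above it for C4.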

**Figure 6:**
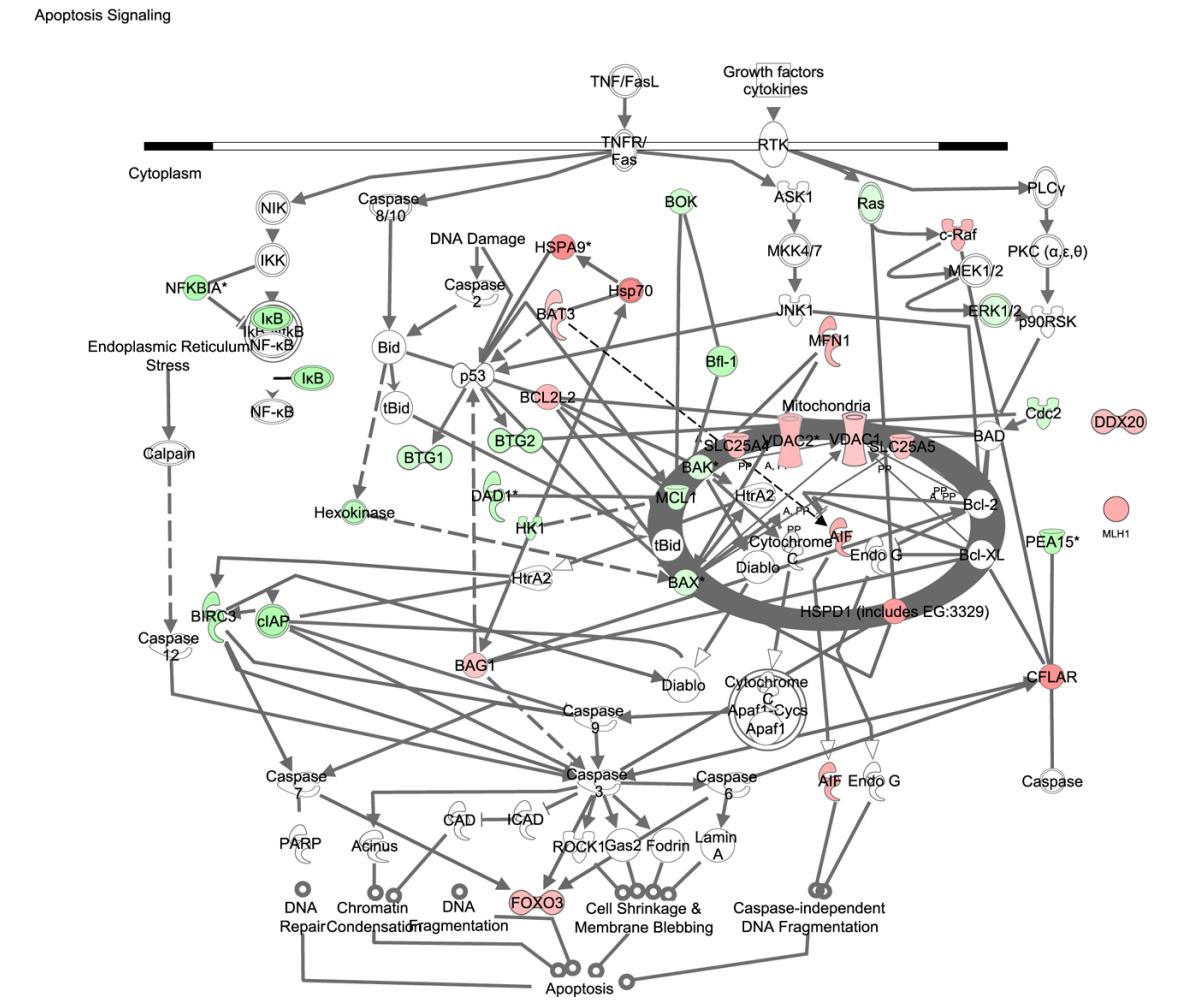
**Mitochondrial regulation of the apoptotic pathway is altered in disease and modulated by sirolimus treatment**. Expression of mitochondrial and cytosolic components involved in apoptosis in nephritis compared with asymptomatic tissue. The thick grey oval represents the mitochondria. The horizontal double line represents the plasma membrane. Two genes (DDX20 and MLH1) known to be involved in apoptosis were not connected to the main pathway in IPA. Green colour indicates higher level of expression in disease and red colour indicates lower level of expression in disease. The names of the genes are in "nodes". The shape of the nodes is related to gene function/family membership. The lines between the nodes represent the connectivity between genes. Solid lines indicate direct protein-protein interactions. Dotted lines represent indirect interactions.

**Figure 7:**
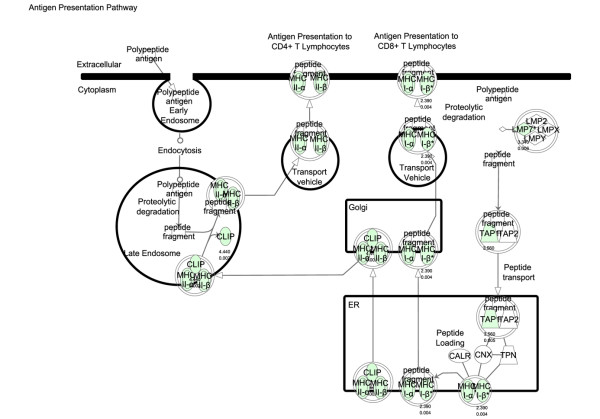
**Antigen presentation pathway altered in disease**. Expression of components of the antigen presentation pathway in nephritis compared with asymptomatic tissue. Green colour indicates higher level of expression in disease. The names of the genes are in "nodes". The shape of the nodes is related to gene function/family membership. The lines between the nodes represent the connectivity between genes. Solid lines indicate direct protein-protein interactions. Dotted lines represent indirect interactions.

**Figure 8:**
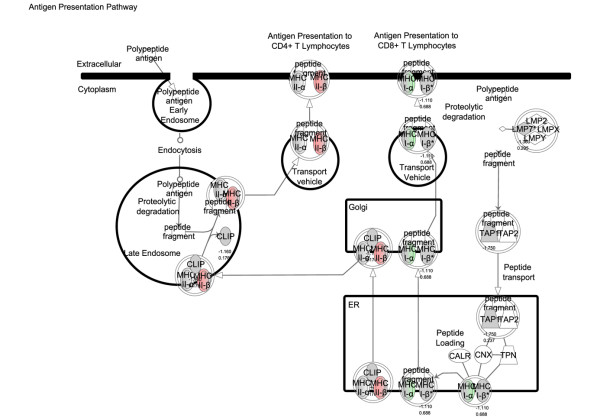
**Antigen presentation pathway modulated by sirolimus treatment**. Expression of components of the antigen presentation pathway in sirolimus-treated tissue compared with asymptomatic tissue. Green colour indicates higher level of expression in sirolimus-treated tissue and red colour indicates lower level of expression in sirolimus-treated tissue. Grey colour indicates no significant difference in expression level. The names of the genes are in "nodes". The shape of the nodes is related to gene function/family membership. The lines between the nodes represent the connectivity between genes. Solid lines indicate direct protein-protein interactions. Dotted lines represent indirect interactions.

**Figure 9:**
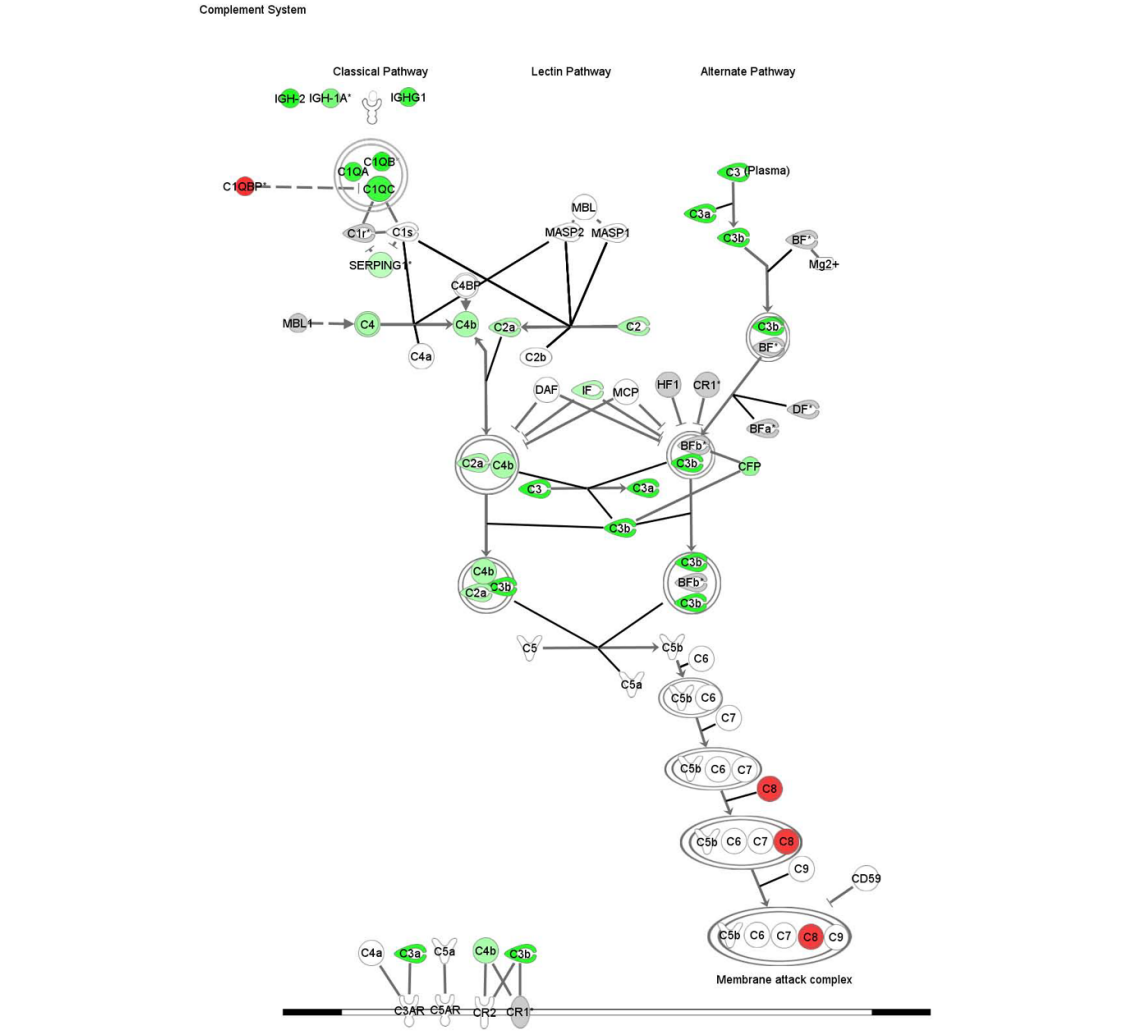
**Complement pathway altered in disease**. Expression of components of the complement pathway in nephritis compared with asymptomatic tissue. Green colour indicated increased expression and red colour indicates a decreased expression in nephritis tissue. Grey colour indicates that the fold change and FDR p < 0.05 or the sigPathway FDR p < 0.05 filters were not met. The names of the genes are in "nodes". The shape of the nodes is related to gene function/family membership. The lines between the nodes represent the connectivity between genes. Solid lines indicate direct protein-protein interactions. Dotted lines represent indirect interactions.

**Figure 10:**
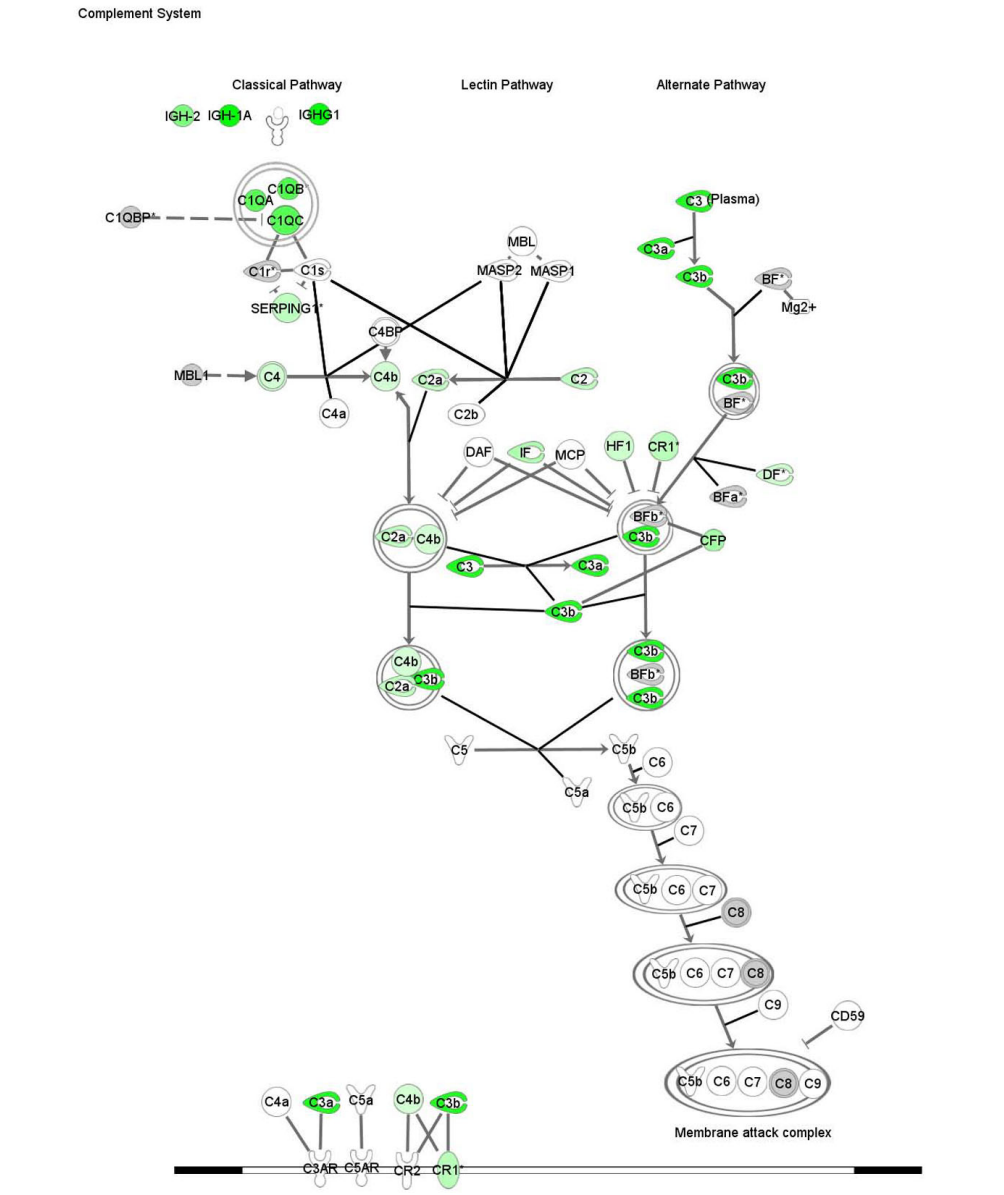
**Complement pathway modulated by sirolimus treatment**. Expression of components of the complement pathway in sirolimus-treated tissue compared with asymptomatic tissue. Green colour indicates increased expression and red colour indicates decreased expression. Grey colour indicates that the fold change and FDR p < 0.05 or the sigPathway FDR p < 0.05 filters were not met. The names of the genes are in "nodes". The shape of the nodes is related to gene function/family membership. The lines between the nodes represent the connectivity between genes. Solid lines indicate direct protein-protein interactions. Dotted lines represent indirect interactions.

A critical signalling pathway involved in mediating an inflammatory response is the JAK-STAT and MAP kinase pathway. 

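In diseased kidneys (n = 6 against 4 asymptomatic) Socs3, an inhibitor of cytokine receptors that JAK-STAT signalling induces, rose from a geometric mean signal of 11.8 to 104, a log2 fold change of 3.14 ± 0.44 (± standard error, adjusted p = 0.000138 from limma). Ptpn1, a phosphatase that acts on JAK2 and TYK2, had 1.35 ± 0.14 (adjusted p = 2.25e-05), the transcription factor Stat3 1.22 ± 0.16 (adjusted p = 6.72e-05). The kinase Jak3 of lymphoid cells had 1.03 ± 0.21 (adjusted p = 0.00184) and the small GTPase Rras 0.64 ± 0.22 (adjusted p = 0.0395). Cdkn1a, the cell cycle inhibitor p21, had 0.47 ± 0.27, adjusted p = 0.196, while another of its probe sets passed with 1.23 (adjusted p = 0.0317). Of the 6 measured, 5 were higher, none was lower and 1 did not pass (5 higher and 0 lower over the list alone, camera adjusted p = 9.73e-05, adjusted p = 0.0544 with an estimated correlation). The study named these genes from the same mice, so their direction is not independent evidence. In the same kidneys 12 of 15 macrophage markers and 4 of 6 T cell markers were higher.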

Increased levels of transcripts for pathway members including JAK3, STAT3, SOCS3, PTPN1, CDKN1A, RRAS and MAPK1 were observed in nephritis. After treatment with sirolimus these pathways exhibit transcriptional expression levels similar to asymptomatic levels.

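In sirolimus-treated against diseased kidneys Socs3 had a log2 fold change of -2.94 ± 0.40 (± standard error, adjusted p = 0.000169 from limma), Stat3 -1.62 ± 0.14 (adjusted p = 3.28e-06). Jak3 had -0.88 ± 0.19 (adjusted p = 0.00406), Ptpn1 -0.83 ± 0.12 (adjusted p = 0.000348) and Rras -0.72 ± 0.20 (adjusted p = 0.0154). Cdkn1a had -0.60 ± 0.24, adjusted p = 0.0734 and did not pass, and its other probe set passed with -1.13 (adjusted p = 0.0325). In all 5 of 6 were lower, none was higher and 1 did not pass (0 higher and 6 lower over the list alone, camera adjusted p = 2.80e-06, adjusted p = 0.0308 with an estimated correlation). As before, the study chose them on these mice. In the same kidneys 13 of 15 macrophage markers and 3 of 6 T cell markers were lower than in disease.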

### Rapalog-mTOR canonical pathway and links to mouse lupus nephritis genes

Networks were built in an effort to understand the broad ranging beneficial effects of the mTOR pathway inhibitor, sirolimus, in NZB/W lupus nephritis. The first step in this process was to build a rapalog-mTOR pathway. This pathway consisted of the mTORC1 complex (mTOR, GBL, Raptor), the mTORC2 complex (mTOR, GBL, AVO3), the immediate downstream targets of mTOR – RPS6KB1 and RPS6KB2, and the upstream effectors of mTOR – AKT1, AKT2, TSC1, TSC2. In addition, rapalogs, such as sirolimus, temsirolimus and everolimus as well as all members of the immunophilin protein family that bind to the immunosuppressants FK506 and rapamycin, were included in the rapalog-mTOR pathway. Downstream connectivity of the rapalog-mTOR pathway to the 387 lupus nephritis genes was explored using the IPA. Of the 387 genes, 32 can be placed immediately downstream of the rapalog-mTOR pathway. An additional 25 of these are connected to the pathway through various types of functional protein interactions (eg, phosphorylation, binding etc).

Therefore, based on curated protein-protein and drug-protein interactions in the literature we determined that about 15% of the identified 387 nephritis genes interact with components of the rapalog-mTOR pathway. 

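Of the 32 genes that Additional file 4 places immediately downstream of the rapalog-mTOR pathway, 29 were measured under the same name. In diseased against asymptomatic kidneys 13 were higher, 13 were lower and 3 did not pass the test. With sirolimus 21 fell in the returned class, without an adjusted p under 0.05 against asymptomatic kidneys. A further set of 23 connected genes held 15 that were measured, 14 higher and 1 lower, of which 13 had returned. The study picked both sets from its nephritis genes, so their changes are not independent evidence. Of the rapalog-mTOR pathway itself 11 of the 32 members listed were measured under the same name, with 1 higher, 2 lower and 8 not passing (1 higher and 2 lower over the list alone, camera adjusted p = 0.645, with a mean of 0.0039 and a median of -0.13). Fkbp5, an immunophilin that binds rapamycin and FK506, had a log2 fold change of 1.23 ± 0.34 (± standard error, adjusted p = 0.0117 from limma), and Fkbp9, another immunophilin, -0.52 ± 0.13 (adjusted p = 0.00593). The upstream kinases Akt1 and Akt2 were at 0.20 ± 0.13, adjusted p = 0.256 and -0.053 ± 0.17, adjusted p = 0.849, and Tsc1 and Tsc2, which restrain mTOR, at -0.29 ± 0.25, adjusted p = 0.407 and -0.28 ± 0.16, adjusted p = 0.206. These 4 did not pass. Over a wider list of mTOR signalling, 3 of 16 were higher, 2 lower and 11 did not pass (3 higher and 2 lower over the list alone, camera adjusted p = 0.836, with a mean of 0.0058 and a median of -0.083). Ddit4, a stress-induced inhibitor of mTORC1, had 0.87 ± 0.20 (adjusted p = 0.00419), and fell with sirolimus (-1.41 ± 0.18, adjusted p = 0.000116). Mlst8 (GBL), a subunit of both mTOR complexes, had 0.50 ± 0.11 (adjusted p = 0.00317). It was not lower in sirolimus-treated than in diseased mice. Its log2 signal was 6.27 to 6.40 in asymptomatic, 6.67 to 7.07 in diseased and 6.79 to 7.17 in sirolimus-treated mice. It is listed in the pathway as GBL and so stands outside the count of 11, and with it 2 members were higher. mTOR, Raptor, Rictor and the S6 kinases directly downstream of mTOR are not named among the probe sets tested.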

We therefore posed the question: Of the genes linked to lupus in the published literature, how many can be placed in the rapalog-mTOR pathway? Using curated findings in IPA, at least 50% of the known lupus-associated genes in IPA and Metacore interact with components of the rapalog-mTOR pathway. The large numbers of connections between the lupus nephritis genes we identified, the rapalog-mTOR pathway, and previously identified genes associated with lupus are shown schematically in Figure 11. The individual genes in each of these categories are listed in Additional file 4.

**Figure 11:**
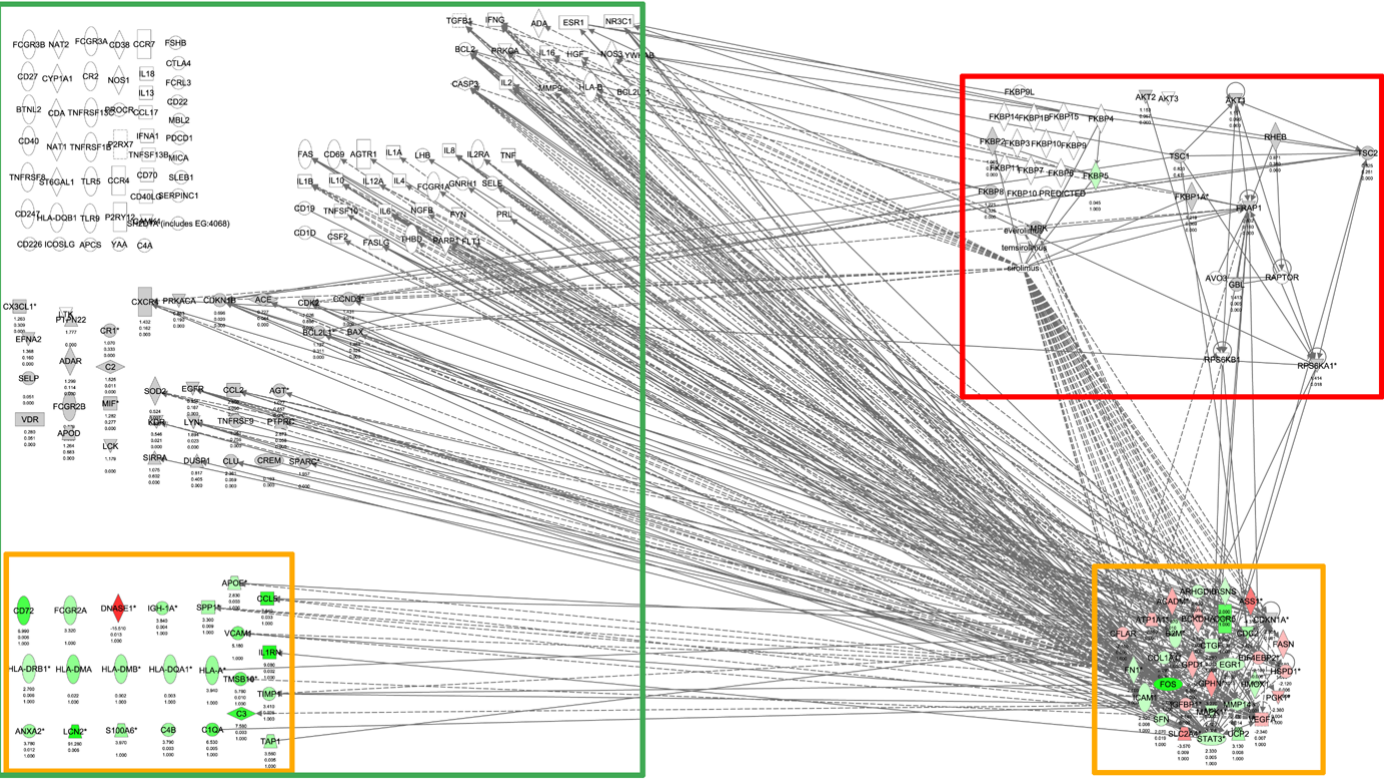
**Shortest path from the mTOR pathway to lupus nephritis genes and lupus genes**. The information shown schematically in this figure can be viewed in table form in Additional file 4. Solid lines indicate direct interactions and dotted lines indicate indirect interactions. mTOR pathway is indicated in the red box, the lupus nephritis genes in the yellow box and the lupus genes in the green box. The green colour nodes indicate genes expressed at higher levels in disease and red indicates lower levels in disease. Grey colour indicates that the fold change and FDR p < 0.05 filters were not met. The names of the genes are in "nodes". The shape of the nodes is related to gene function/family membership. The lines between the nodes represent the connectivity between genes. Solid lines indicate direct protein-protein interactions. Dotted lines represent indirect interactions.

### Building the mTOR pathway interactome

All proteins known to interact with members of the rapalog-mTOR pathway, upstream and downstream were used to create the mTOR pathway interactome, consisting of 570 proteins (see Additional file 5). 

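Of the 570 proteins listed in Additional file 5, 254 have a gene among the 4221 named non-immunoglobulin genes tested here. Genes of the interactome that rose in diseased kidneys include the transcription factor Relb (log2 fold change 1.47 ± 0.26, adjusted p = 0.000562 from limma), the integrin chain Itgb2 (1.86 ± 0.38, adjusted p = 0.00174) and the exchange factor Vav1 of leukocytes (1.57 ± 0.45, adjusted p = 0.0154). Those that fell include the glucose carrier Slc2a4 (-1.70 ± 0.23, adjusted p = 9.87e-05) and the growth factor Fgf9 (-1.90 ± 0.34, adjusted p = 0.000737). These 5 were named after their values were seen. Among the 254 genes 39 (15.4%) passed both thresholds between diseased and asymptomatic mice, compared with 9.4% of the genes outside the list (odds ratio 1.75, 95% confidence interval 1.19 to 2.52, p = 0.00308, two-sided Fisher's exact test, in which genes count as independent). By an adjusted p alone it was 36.2% against 29.1% (odds ratio 1.38), and between sirolimus-treated and diseased mice 14.2% against 6.6% (odds ratio 2.35, p = 3.42e-05, Fisher's exact test). For rises alone the odds ratio was 1.92 and for falls alone 1.45 (p = 0.163, Fisher's exact test). As a list the interactome counted 54 higher, 38 lower and 162 not passing (56 higher and 39 lower over the list alone, camera adjusted p = 0.366). Cell markers moved in the same diseased kidneys, with 12 of 15 macrophage markers higher and 11 of 14 proximal tubule markers lower. The called interactome genes include some of these markers, such as Itgb2 and Pck1. Whether such markers account for the overlap was not tested.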

The magnitude of this 570 protein interactome is likely to be due in part to some high connectivity proteins such as the AKT gene group, which regulate many pathways. The 570 proteins from this interactome were imported into Metacore to query human diseases significantly associated with the mTOR pathway interactome. Significantly associated human diseases likely to be perturbed by mTOR pathway dysfunction were identified using the functional enrichment category within Metacore that relies on curated human disease specific networks.

### Human lupus and genes of the mTOR pathway interactome

Various cancer and non-cancer human diseases were identified as being significantly associated with the mTOR pathway interactome. A few cancers, such as ovarian neoplasm and pancreatic neoplasm, topped the list of associated diseases, and remarkably these were followed by lupus with significance of association p value of about E-8.5. Other non-cancer diseases that showed a less significant association are diabetes, obesity, Alzheimer's disease, multiple sclerosis and arthritis, all having an association of p < 0.01. Notably, the p values for the other pro-inflammation diseases were much less significant than those for lupus. For example, p values for both multiple sclerosis and arthritis are about 1E-3.

The genes in the mTOR pathway interactome that are associated with lupus are, in large part, distinct from the genes involved in the other non-cancer diseases. This is evident from the top scoring Gene Ontology cellular processes for each of these diseases. For example, in Metacore, the top scoring Gene Ontology cellular processes for lupus are related to apoptosis and cell death, while those for diabetes are related to carbohydrate metabolism, and those for obesity are related to fat metabolism. Both diabetes and obesity show a much more significant association with the mTOR interactome than any pro-inflammatory disease other than lupus.

## Discussion

NZB/W mice develop nephritis closely resembling that seen in human patients with lupus nephritis. Here we show that an eight-week course of 5 mg/kg sirolimus delivered three times a week starting at disease onset (about 25 weeks) and continuing for eight weeks markedly reduced symptoms of disease as measured by proteinuria, kidney histopathology and survival. By 52 weeks of age all treated mice were alive despite cessation of treatment many weeks earlier. Both results described here and previously reported studies [20,22,30], establish that sirolimus treatment prevents progression of autoimmune nephritis and prolongs survival in NZB/W mice. A comparable effect of sirolimus treatment has been observed in MRL/lpr mice, a second model of lupus and lupus nephritis [21].

We identified genes expressed at abnormal levels in NZB/W kidneys by comparing RNA levels in asymptomatic young mice and older mice with symptoms of lupus nephritis. These lupus nephritis genes were further shown to not be associated with the normal ageing process based on the observed differences between healthy young and old C57BL6 mice. A broad range of biological functions was represented among the lupus nephritis genes identified in this study. As expected, given the loss of kidney function, the vast majority of genes involved in metabolic pathways are down-regulated in nephritis and, given the inflammatory nature of the disease, many of the signalling pathway genes are up-regulated. 

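Some genes of energy metabolism were lower in diseased kidneys (n = 6 against 4 asymptomatic). Acadm, which oxidises medium-chain fatty acids, had a log2 fold change of -1.26 ± 0.23 (± standard error, adjusted p = 0.000737 from limma), Acsl1, which activates fatty acids, -1.10 ± 0.21 (adjusted p = 0.000973). Fbp1 and Pck1 of gluconeogenesis had -1.38 ± 0.28 (adjusted p = 0.00174) and -1.18 ± 0.27 (adjusted p = 0.00374), and Pgk1 of glycolysis -1.05 ± 0.13 (adjusted p = 6.40e-05). Of 19 genes of fatty acid oxidation, 9 were lower, none was higher and 10 did not pass the test (0 higher and 9 lower over the list alone, camera adjusted p = 2.97e-05, adjusted p = 0.0581 with an estimated correlation). Of 16 genes of glycolysis and gluconeogenesis, 8 were lower, none was higher and 8 did not pass (0 higher and 10 lower over the list alone, camera adjusted p = 0.000185, adjusted p = 0.0544 with an estimated correlation). Sterol synthesis had 4 of 8 lower, none higher and 4 not passing (0 higher and 5 lower over the list alone, camera adjusted p = 0.00539, adjusted p = 0.0624 with an estimated correlation), with Mvd of the mevalonate pathway at -1.38 and Hmgcs1 at -1.12. Markers of the tubular cells that hold most of these enzymes fell in the same kidneys. Of 14 proximal tubule markers 11 were lower, none was higher and 3 did not pass (0 higher and 11 lower over the list alone, camera adjusted p = 2.96e-06, adjusted p = 0.159 with an estimated correlation). Among them are Ass1 of arginine synthesis with -2.11 ± 0.51 (adjusted p = 0.00520) and the water channel Aqp1 with -1.43 ± 0.21 (adjusted p = 0.000221). Of 8 markers of the loop, distal tubule and collecting duct 5 were lower, none was higher and 3 did not pass (0 higher and 6 lower over the list alone, camera adjusted p = 0.00143, adjusted p = 0.102 with an estimated correlation), with the growth factor Egf at -1.92. The metabolic lists share members, so they are not separate evidence.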

Glomerular disease is a significant component in lupus nephritis. A recent study identified a glomerulus-enriched gene set [31]. We used data from this study to determine if the nephritis-associated genes are enriched in the glomerular gene set. We found a highly significant over-representation of the glomerular genes (chi-square value of 49.29 with one degree of freedom) consistent with glomerular involvement.

A recent study by Liu and colleagues reported on 126 nephritis-associated genes in the MRL/lpr model [17]. Of these, 37 genes were present in the nephritis-signature reported here. Commonalities were noted in the nephritis signatures (and this includes the directionality of change in the disease state) between these two models, such as the antigen presentation and complement pathways as well as various IFN-regulated genes and immunoglobulins. A good overlap (21 genes) was also noted between our mouse nephritis gene set and 68 human lupus nephritis genes derived from laser-captured glomeruli from SLE patients [32]. Additional similarities may be present, but probably lie outside the statistical parameters of both datasets.

A profound 'normalisation' of expression levels of lupus nephritis genes was observed in mice treated with sirolimus, both for metabolic as well as signalling pathways. 

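Some metabolic genes were higher with sirolimus than in diseased kidneys. Pck1 had a log2 fold change of 1.18 ± 0.24 (± standard error, adjusted p = 0.00285 from limma), G6pc, the phosphatase that releases glucose, 1.33 ± 0.27 (adjusted p = 0.00282), Acadm 1.16 ± 0.20 (adjusted p = 0.00113) and Ass1 1.93 ± 0.45 (adjusted p = 0.00630). Of the fatty acid oxidation genes 10 of 19 were higher (12 higher and 0 lower over the list alone, camera adjusted p = 3.70e-05, adjusted p = 0.0475 with an estimated correlation). Of glycolysis and gluconeogenesis it was 7 of 16 (7 higher and 0 lower over the list alone, camera adjusted p = 0.00149, adjusted p = 0.0346 with an estimated correlation). Of proximal tubule markers it was 10 of 14 (12 higher and 0 lower over the list alone, camera adjusted p = 1.18e-06, adjusted p = 0.148 with an estimated correlation) and of the later tubule segments 6 of 8 (6 higher and 0 lower over the list alone, camera adjusted p = 0.000199, adjusted p = 0.0667 with an estimated correlation), with none lower in these lists. Of signalling genes outside the named JAK-STAT set 4 of 12 were lower and none higher (0 higher and 4 lower over the list alone, camera adjusted p = 0.0237, adjusted p = 0.0800 with an estimated correlation). Sterol synthesis had 1 of 8 higher (camera adjusted p = 0.262). Against asymptomatic kidneys 3 were lower (0 higher and 3 lower over the list alone, camera adjusted p = 0.0330, adjusted p = 0.392 with an estimated correlation). Among them are Mvd with -0.90 ± 0.28 (adjusted p = 0.0440) and Ebp, a sterol isomerase, with -0.60 ± 0.15 (adjusted p = 0.0187). None of the 14 proximal tubule markers differed from asymptomatic kidneys by limma (camera adjusted p = 0.523).

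**Figure D3:**
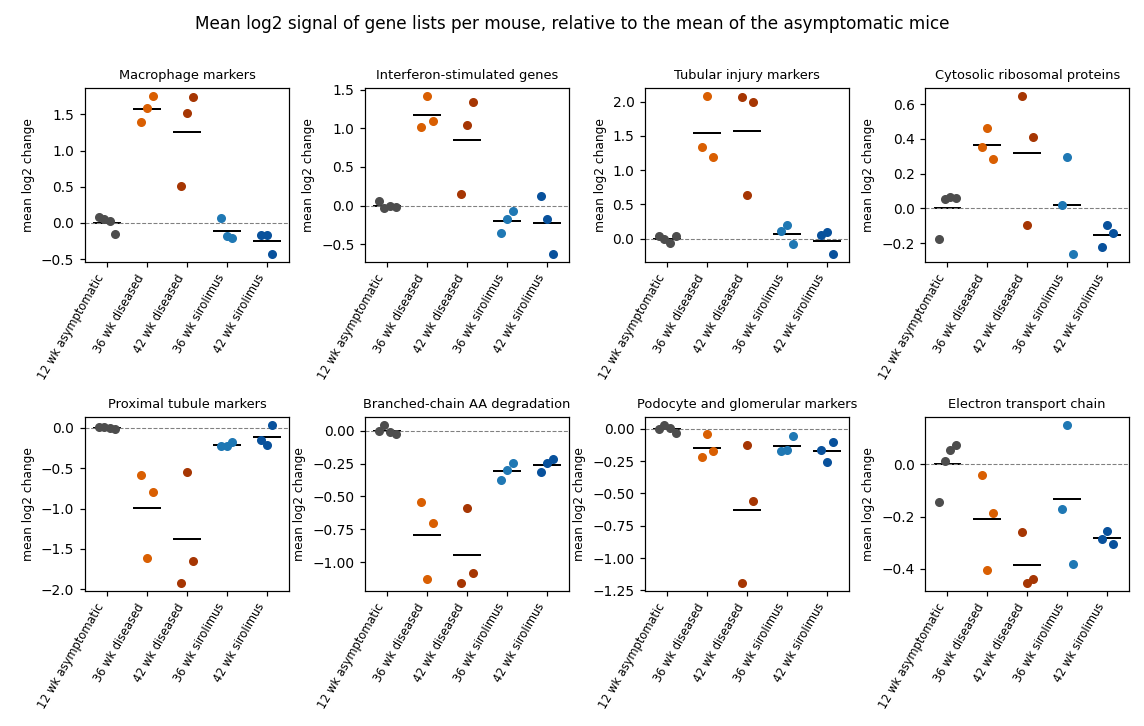
The y axis is the mean log2 signal of the genes of a list in each mouse, relative to the mean of the asymptomatic mice, with the 5 age and treatment groups along the x axis, a dot for each mouse, a solid line for each group mean and a dashed line at 0. Macrophage, interferon and injury lists lie above 0 in the 6 diseased mice and proximal tubule and branched-chain lists below it, and the means of the sirolimus-treated groups lie closer to 0.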

Affected metabolic pathways in lupus nephritis include fatty acid degradation, glycolysis pathways and leucine/valine/isoleucine degradation. Transcripts for BCKDHA and DBT, two enzymes in the branched chain amino acid metabolism pathway required for the catabolism of leucine, valine and isoleucine, are reduced in nephritis, perhaps leading to the accumulation of leucine in diseased tissue. 

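Bckdha, a subunit of the dehydrogenase that commits branched-chain keto acids to breakdown, had a log2 fold change of -1.08 ± 0.14 (± standard error, adjusted p = 6.44e-05 from limma) in diseased (n = 6) against asymptomatic kidneys (n = 4). Dbt, the transacylase of the same complex, had -1.18 ± 0.32 (adjusted p = 0.0103). Later steps were lower as well. Acat1, which cleaves acetoacetyl-CoA, had -1.73 ± 0.29 (adjusted p = 0.000391), Mmut, the methylmalonyl-CoA mutase, -1.35 ± 0.23 (adjusted p = 0.000533) and Mccc1 of leucine breakdown -1.27 ± 0.19 (adjusted p = 0.000205). Of 19 genes of branched-chain amino acid degradation measured, 16 were lower, none was higher and 3 did not pass the test (0 higher and 16 lower over the list alone, camera adjusted p = 4.18e-09, adjusted p = 0.0624 with an estimated correlation). Several of these enzymes also belong to fatty acid oxidation, and proximal tubule markers fell in the same mice. Auh, at -1.27, has 2 further probe sets that did not pass.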

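Messenger RNAs of cytosolic ribosomal proteins were measured, and ribosomal RNA itself was not analysed here. In diseased against asymptomatic kidneys Rps15a had a log2 fold change of 0.80 ± 0.18 (± standard error, adjusted p = 0.00323 from limma), Rpl13a 0.74 ± 0.16 (adjusted p = 0.00257), Rpl39 0.70 ± 0.14 (adjusted p = 0.00123) and Rpl12 0.64 ± 0.20 (adjusted p = 0.0224). Of 40 such genes 14 were higher, 1 was lower and 25 did not pass the test (15 higher and 1 lower over the list alone, camera adjusted p = 9.91e-05, adjusted p = 0.446 with an estimated correlation). The lower one was Rpl5, with -0.88 ± 0.31 (adjusted p = 0.0409). Asymptomatic mouse 1 stood apart in the score of this list (-0.177, next 0.0515). Diseased mouse 1 at 42 weeks had the lowest actin 5'/3' ratio of the diseased mice on array A (0.481) and the highest score (0.646). Diseased mouse 2 at 42 weeks had the highest ratio (0.783) and the lowest score (-0.0955). Between these the order was not strict.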

Interestingly, leucine activates the target of sirolimus inhibition, mTOR, leading to increased protein synthesis [33], and in addition we noted an increase in ribosomal RNA transcripts in the disease state. This physiological connection suggests that mTOR pathway activation may be increased by leucine in disease, providing perhaps an additional mechanism for sirolimus efficacy. Levels of these transcripts were returned to asymptomatic levels in sirolimus-treated mice. 

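Between sirolimus-treated and diseased kidneys Bckdha had a log2 fold change of 0.93 ± 0.12 (± standard error, adjusted p = 0.000142 from limma), Mmut 1.02 ± 0.21 (adjusted p = 0.00293) and Acat1 1.08 ± 0.26 (adjusted p = 0.00671). Bckdha was at -0.15 ± 0.14, adjusted p = 0.470 against asymptomatic kidneys. Of the branched-chain genes 15 of 19 were higher with sirolimus than in disease and none was lower (17 higher and 0 lower over the list alone, camera adjusted p = 2.49e-07, adjusted p = 0.0929 with an estimated correlation). Proximal tubule markers rose in the same kidneys, 10 of 14 with none lower. Of the 19, 4 were still below asymptomatic kidneys (0 higher and 4 lower over the list alone, camera adjusted p = 0.0185, adjusted p = 0.895 with an estimated correlation), among them Mccc1 with -0.61 ± 0.19, adjusted p = 0.0432. Of the ribosomal protein genes 20 of 40 were lower with sirolimus than in disease, none was higher and 20 did not pass (0 higher and 25 lower over the list alone, camera adjusted p = 2.26e-09, adjusted p = 0.237 with an estimated correlation). Rpl12 had -0.74 ± 0.18 (adjusted p = 0.00722) and Rps15a -0.61 ± 0.16 (adjusted p = 0.0114). None of the 40 differed from asymptomatic kidneys by limma (camera adjusted p = 0.457). Sirolimus-treated mouse 2 at 36 weeks had the lowest actin 5'/3' ratio of its group on array A (0.641) and the highest ribosomal score (0.296). Mouse 3 at 36 weeks had the highest ratio (0.788) and the lowest score (-0.264). The order was not strict, since mouse 1 at 42 weeks had a ratio of 0.694 and a score of -0.225. From the lower transcripts of leucine breakdown and the higher ribosomal transcripts, the paper proposes that leucine could accumulate in diseased kidneys and raise mTOR activity, perhaps a further mechanism by which sirolimus is effective.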

Several genes in the mitochondrial electron transport chain are also down-regulated in the disease state, and mitochondrial dysfunction has been implicated in kidney function impairment [34].

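Uqcrc2, a core protein of complex III, had a log2 fold change of -0.84 ± 0.20 (± standard error, adjusted p = 0.00489 from limma) in diseased against asymptomatic kidneys and Ndufv1, which takes electrons from NADH in complex I, -0.79 ± 0.16 (adjusted p = 0.00202). With sirolimus Sdha had 0.94 ± 0.17 (adjusted p = 0.00157), Ndufaf4 0.99 ± 0.19 (adjusted p = 0.00222), Ndufv1 0.72 ± 0.15 (adjusted p = 0.00283) and Uqcrc2 0.66 ± 0.18 (adjusted p = 0.0140) against diseased kidneys. Of the 57 genes of the electron transport chain 10 were higher with sirolimus than in disease, none was lower and 47 did not pass the test (8 higher and 0 lower over the list alone, camera adjusted p = 0.435). With the actin 5'/3' ratio of each mouse as a covariate, a setting chosen after the data were seen, the camera adjusted p of this list was 5.39e-05. Without the covariate the list did not pass with an estimated correlation either (adjusted p = 0.839).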

Reflecting the pro-inflammatory functions of nephritis, genes such as JAK3, STAT3 and MAPK1 involved in signalling pathways (JAK/STAT, MAP kinase, antigen presentation, IL1/IL10) are expressed at higher levels in the disease state. Also SOCS3, a negative regulator of JAKs and PTPN1 and CDKN1A, a negative regulator of STATs, are also elevated in the disease state. 

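Some further genes of cytokine signalling were higher in diseased than in asymptomatic kidneys. Il2rg, the gamma chain shared by receptors of the IL2 family, had a log2 fold change of 1.31 ± 0.34 (± standard error, adjusted p = 0.00779 from limma), Ptpn6, a phosphatase of leukocytes, 0.77 ± 0.17 (adjusted p = 0.00321). Il6st, the signal transducer of IL6, had 0.66 ± 0.18 (adjusted p = 0.0106) and Ifngr1, the receptor of interferon gamma, 0.62 ± 0.17 (adjusted p = 0.0104). Of 12 genes of JAK-STAT signalling apart from Jak3, Stat3 and the others of that set, 4 were higher, none was lower and 8 did not pass (6 higher and 0 lower over the list alone, camera adjusted p = 0.0330, adjusted p = 0.102 with an estimated correlation). Leukocyte markers rose in these diseased kidneys as well, 12 of 15 of macrophages and 4 of 6 of T cells. Il1rn, the antagonist of the IL1 receptor, had -1.73 ± 0.42, adjusted p = 0.00738 with sirolimus against diseased kidneys and 1.46 ± 0.47, adjusted p = 0.0489 against asymptomatic kidneys.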

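Socs3 and Ptpn1 were higher at both ages of diseased mice (n = 3 and 3). Socs3 had a log2 fold change against asymptomatic mice of 2.96 ± 0.50 (± standard error, adjusted p = 0.00185 from limma) at 36 weeks and 3.32 ± 0.50 (adjusted p = 0.000804) at 42 weeks. Ptpn1 had 1.24 ± 0.16 (adjusted p = 0.000462) and 1.46 ± 0.16 (adjusted p = 0.000254). Cdkn1a at its main probe set had 0.67 ± 0.31 (adjusted p = 0.141) and 0.28 ± 0.31 (adjusted p = 0.553), and a further probe set of the gene passed over both ages together.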

Although activation of these signalling pathways occurs through phosphorylation-dephosphorylation events of pathway components, it can be noted here that this pathway is also dysregulated at the transcriptional level in lupus nephritis. This complex dysregulation of the JAK/STAT pathway, which drives production of multiple cytokines and other inflammatory mediators, is returned to asymptomatic levels on sirolimus treatment. 

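Against asymptomatic kidneys (n = 4), sirolimus-treated kidneys (n = 6) had log2 fold changes of 0.20 ± 0.44 (± standard error, adjusted p = 0.797 from limma) for Socs3, -0.40 ± 0.16 (adjusted p = 0.0950) for Stat3, 0.15 ± 0.21 (adjusted p = 0.659) for Jak3 and -0.078 ± 0.22 (adjusted p = 0.846) for Rras. Of the 6 named genes 1 was higher, none was lower and 5 did not pass (1 higher and 0 lower over the list alone, camera adjusted p = 0.952), and the higher one was Ptpn1. Of the other JAK-STAT genes, Il6st stayed above asymptomatic kidneys with 0.70 ± 0.18, adjusted p = 0.0184, though not at another of its probe sets.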

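Ptpn1 had a geometric mean signal of 69.1 in asymptomatic, 176 in diseased and 98.8 in sirolimus-treated kidneys. With sirolimus it remained above asymptomatic kidneys by 0.52 ± 0.14, adjusted p = 0.0248 from limma on the log2 scale (± standard error), after a fall from the diseased level that also passed the test.

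**Figure D4:**
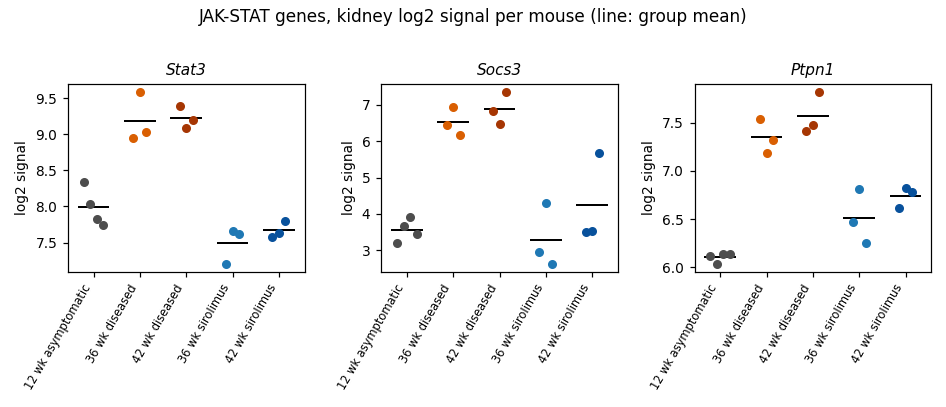
The y axis is the log2 signal of Stat3, Socs3 and Ptpn1, each dot is a mouse and each line a group mean, with the 5 age and treatment groups along the x axis. For Ptpn1 the 6 sirolimus-treated mice lie between the 4 asymptomatic and the 6 diseased mice.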

PTPN1, a negative regulator of STATs, is a notable exception, suggesting a link between the quiescence of this pathway with amelioration of disease. 

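Irf1 and Irf7, transcription factors of the interferon response, had log2 fold changes of 1.01 ± 0.17 (± standard error, adjusted p = 0.000532 from limma) and 1.43 ± 0.29 (adjusted p = 0.00160) in diseased against asymptomatic kidneys. Ifitm3, a membrane protein that restricts viruses, had 1.17 ± 0.29 (adjusted p = 0.00588). Ifi27 had 1.10 ± 0.21 (adjusted p = 0.000994), the GTPase Igtp 1.13 ± 0.31 (adjusted p = 0.0117) and a probe set shared by Oas1a and Oas1g, sensors of double-stranded RNA, 1.06 ± 0.30 (adjusted p = 0.0142). With sirolimus Igtp had -2.25 ± 0.28 (adjusted p = 7.35e-05) against diseased kidneys and lay below asymptomatic kidneys (-1.12 ± 0.31, adjusted p = 0.0274), while Irf7 had -1.34 ± 0.26 (adjusted p = 0.00204) and Irf1 -0.78 ± 0.16 (adjusted p = 0.00255). Il2rg fell as well (-1.09 ± 0.30, adjusted p = 0.0154). Of 20 interferon-stimulated genes 11 were higher in disease, none was lower and 9 did not pass (13 higher and 0 lower over the list alone, camera adjusted p = 4.84e-06, adjusted p = 0.112 with an estimated correlation). With sirolimus 14 were lower than in disease and none was higher (0 higher and 14 lower over the list alone, camera adjusted p = 1.51e-09, adjusted p = 0.0508 with an estimated correlation). Against asymptomatic kidneys 1 was higher and 1 lower (1 higher and 1 lower over the list alone, camera adjusted p = 0.519). Macrophage markers moved in the same kidneys, 12 of 15 higher in disease and 13 lower with sirolimus. The list score was 0.153 in diseased mouse 1 at 42 weeks and at least 1.02 in the other 5 diseased mice, and 3 of its genes (Psmb8, Psmb9, Tap1) also count as class I presentation.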

Consistent with the activation of this signalling pathway, genes involved in immune system cascades, such the IFN-regulated genes (IRF1, IRF7, OAS1, IFITM3, IFI27 and IGTP), and signalling by IL2 subfamily of type 1 cytokines (IL2Rγ) were also up-regulated in the disease state and are down-regulated by sirolimus.

Genes of the complement pathway known to be involved in renal damage, such as C3, C4, C1QA, CCL13 and FCGR2a, are also expressed at higher levels than in the untreated group. 

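Ccl2, Ccl5, Fcgr3 and Fcer1g were higher in diseased than in asymptomatic kidneys. Ccl2, which recruits monocytes, had a log2 fold change of 3.11 ± 0.59 (± standard error, adjusted p = 0.00109 from limma), Ccl5, which recruits T cells, 2.97 ± 0.70 (adjusted p = 0.00451). Fcgr3, a low affinity receptor of IgG, had 1.73 ± 0.39 (adjusted p = 0.00377) and its signalling chain Fcer1g 1.99 ± 0.27 (adjusted p = 0.000122). CCL13 and FCGR2A have no mouse gene of that name in the annotation used here, so no value is given for them. Of 14 acute phase and chemokine genes 9 were higher, none was lower and 5 did not pass (10 higher and 0 lower over the list alone, camera adjusted p = 1.78e-05, adjusted p = 0.0544 with an estimated correlation). Macrophage markers (12 of 15) and T cell markers (4 of 6) were higher in these kidneys as well.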

C3, C4 and C1QA play a role in antigen clearance. Using sigPathway [29], an algorithm that identifies differentially expressed gene sets, additional components of the complement pathway are transcriptionally elevated in the diseased renal tissue. Our results suggest that the complement components in the early parts of both the classical and alternate pathways are elevated in nephritis, while one component of the membrane attack complex, further downstream in the complement pathway, is down-regulated. 

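C3, C1qa and the C4 probe set were higher at each age of diseased mice (n = 3 and 3), with log2 fold changes against asymptomatic mice of 2.67 ± 0.42, 2.80 ± 0.57 and 2.08 ± 0.27 (± standard error) at 36 weeks. They had 3.17 ± 0.42, 2.62 ± 0.57 and 1.76 ± 0.27 at 42 weeks, each with an adjusted p under 0.05 from limma. C8g of the membrane attack complex had -0.61 ± 0.28, adjusted p = 0.141 at 36 weeks and -0.68 ± 0.28, adjusted p = 0.0970 at 42 weeks. No other gene of the attack complex is named among the probe sets tested.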

C1q and C3, but not C4, were normalised by treatment. 

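Taken at each age, C3 had log2 fold changes of -2.94 ± 0.45 (± standard error, adjusted p = 0.00225 from limma) at 36 weeks and -3.69 ± 0.45 (adjusted p = 0.00115) at 42 weeks between sirolimus-treated and diseased mice (3 against 3). C1qa had -3.89 ± 0.61 (adjusted p = 0.00288) and -3.83 ± 0.61 (adjusted p = 0.00393). The C4 probe set had -1.51 ± 0.29, adjusted p = 0.00919 and -1.13 ± 0.29, adjusted p = 0.0329. The difference between the ages in the effect of sirolimus was tested as an interaction, with adjusted p = 0.948 for C3, 0.999 for C1qa and 0.973 for C4. Over all 7989 probe sets limma called 0 interactions at an adjusted p under 0.05, with 460 at an unadjusted p under 0.05.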

Complement pathway components are known to be significant contributors to renal damage. C3 deposition in the kidney has been observed in both human lupus nephritis and in murine models [35]. The elevated levels of C4 during disease amelioration is consistent with the concept that the early members of the classical pathway may be important in reducing disease pathology by clearing immune complexes and apoptotic cells [35,36]. 

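Some genes of B and plasma cells were also higher in diseased kidneys. Jchain, which joins secreted IgM and IgA, had a log2 fold change of 2.72 ± 0.45 (± standard error, adjusted p = 0.000425 from limma). Cd79b, a chain of the B cell receptor, had 1.02 ± 0.23 (adjusted p = 0.00307) and Blk, a kinase of B cells, 0.62 ± 0.17 (adjusted p = 0.0116), though not at another probe set of Blk. Of 7 markers of B and plasma cells 5 were higher, none was lower and 2 did not pass (5 higher and 0 lower over the list alone, camera adjusted p = 0.00134, adjusted p = 0.0624 with an estimated correlation). With sirolimus 3 of 7 were lower than in disease (camera adjusted p = 0.127). Against asymptomatic kidneys 3 were higher (3 higher and 0 lower over the list alone, camera adjusted p = 0.0330, adjusted p = 0.424 with an estimated correlation), among them Cd79b with 0.83 ± 0.23, adjusted p = 0.0255 and Pou2af1. Jchain is counted in both the immunoglobulin probe sets and this list.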

Our profiling analysis also identified a large number of immunoglobulin transcripts elevated in the kidney tissue consistent with the role of autoantibodies and immune complex deposition in pathology.

To understand the mechanism by which sirolimus normalised such a wide range of biological processes, networks were built around the nephritis genes and the rapalog-mTOR pathway. Using curated findings from the literature, the shortest path for about one sixth of the 387 nephritis genes was defined to be either 0 or one-step downstream of the rapalog-mTOR pathway. This suggests a close functional association of mTOR pathway with disease mechanisms. In the context of the findings reported here, it is worth noting that steroid and cyclophosphamide, known to ameliorate lupus, directly impact some components of the mTOR pathway (data not shown).

In additional to preventing nephritis, sirolimus also had striking effects on the anti-DNA antibody titres in mice with lupus [20-22,30], so we addressed the connectivity of genes linked to any form of lupus with the mTOR pathway. About 50% of the lupus genes curated as lupus disease genes from human and rodent species in Ingenuity and MetaCore can be linked to the rapalog-mTOR pathway. The connectivity would, no doubt have been higher with the use of automatically extracted relationships from the biomedical literature. However, the algorithms used in automatic extractions cannot approximate human reasoning and return a mixture of true and false positives. Therefore, we relied exclusively on manually curated databases of protein findings and our results should be viewed as a lower estimate of connectivity.

To assess the significance of the association between human lupus genes and the mTOR pathway, we built an mTOR pathway interactome (ie, a network consisting of proteins that interact with the mTOR pathway) using IPA. We then queried which human disease networks (manually curated) in Metacore were best represented in the mTOR pathway interactome. Of the 87 human disease networks represented in Metacore, human lupus was identified as being highly significant, with only two cancers showing more significant associations. Additional cancer and non-cancer diseases were also identified through this process, including Alzheimer's disease and other autoimmune diseases such as multiple sclerosis and arthritis. Indeed recent work has uncovered a strong link between the mTOR pathway, Treg function and autoimmunity. Rapamycin was shown to inhibit AKT-mediated repression of FOXP3 (and AKT is upstream of mTOR). FOXP3 is a critical player in Treg cell differentiation and maintenance and deficiency of FOXP3 in both humans and mice is associated with multi-organ autoimmunity and lymphoproliferative disorders [37-40].

Having investigated the human disease-mTOR pathway connectivity, we then widened our analysis by exploring the validity of the claim of connectivity by searching the literature for data showing the effects on rapalogs on these human diseases. By conducting these analyses independently of Metacore, we confirmed the relationship between the mTOR pathway and some human diseases, such as multiple sclerosis [41,42], diabetes [43-45], arthritis [46] and some cancers [47,48]. A search of the clinical trial database [49] reports ongoing clinical studies with rapalogs in a number of these diseases, and the analyses we present here support such studies. Indeed early clinical results on the effects of sirolimus treatment of lupus patients show promise. Nine SLE patients that had been treated unsuccessfully with other immunosuppressive drugs had significantly improved disease scores after sirolimus treatment (BILAG p = 0.0218, SELDAI p = 0.00002) [50], and another clinical study is in progress [51].

Our analyses indicate that the coverage of protein-protein interactions in curated databases such as Ingenuity and MetaCore is comparable with up-to-date text-mined content derived using MedScan, a data mining/natural language processing tool (Ariadne Inc., Rockville, MD). For example, Ingenuity has 80 and MetaCore has 65 proteins/complex/groups that interact with the mTOR protein and MedScan identifies 115 proteins that interact with the mTOR protein. This level of overlap indicates a comprehensive coverage in the databases used for these analyses.

## Conclusion

Given our results and the results of others showing that inhibition of the mTOR pathway prevents progression of lupus nephritis in various mice models, we reasoned that perturbations of the mTOR pathway can lead to the phenotype of lupus nephritis. We also assessed the involvement of the mTOR pathway in human lupus by building the mTOR pathway interactome (genes connected to the mTOR pathway) and using bioinformatic algorithms to determine the significance of the overlap between the mTOR interactome and the published findings on genes involved in human lupus. We found a highly significant overlap. We suggest a similar approach of assessing significance of overlap between genes linked to human diseases and networks controlling animal model perturbations can be useful in understanding the relevance of animal models and the exploration of new indications for established therapies.

## Abbreviations

ANOVA: analysis of variance; FDR: false discovery rate; H & E: haematoxylin & eosin; IFN: interferon; IPA: Ingenuity Pathway Analysis; IL: interleukin; mTOR: mammalian target of rapamycin; PAS: periodic acid-Schiff; SD: standard deviation; SLE: systemic lupus erythromatous.

## Competing interests

PSR, JPS, MJC, SJG, WL, SM and MOT are currently employed by Wyeth Research, a company with two approved mTOR inhibitors, one in transplantation and the other in renal cell carcinoma.

## Authors' contributions

HML performed the transcriptional profiling and took part in data analysis, and contributed to writing the manuscript. PSR performed the pathway analyses and co-wrote the later manuscript drafts. JPS and SJG designed and directed the studies on the effects of sirolimus in NZB/W mice. MJC carried out the experiments on survival and proteinuria in mice. EG was responsible for the histopathological evaluation of kidney tissue. SM and WL contributed to the mining of clinical databases and infrastructure for text mining focused on mTOR. AJD was the senior director of the project, participated in all data analyses and wrote the first draft of the manuscript. MOT directed the expression profiling experiments and data analyses, and co-wrote the later manuscript drafts.

## Supplementary Material

Additional file 1 A pdf file containing data from our laboratory confirming the published results of others on sirolimus-dependent decreases in anti-dsDNA titres. Click here for file

Additional file 2 A pdf file containing information about an unsupervised cluster showing relationships between mouse groups. Click here for file

Additional file 3 An excel file containing the FDR p values and fold change metrics for genes associated with lupus nephritis and the effect of sirolimus treatment. Click here for file

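The table gives for each of 547 probe sets the fold changes and FDR p values of the 3 comparisons. Of them 544 reach the signal minimum used here and 539 were called, among them C1qa, Cd74 and Bckdha, and their log2 fold changes differ from the paper's by at most 0.00035. The paper's values are higher in disease for 314 and lower for 233, and 365 have the paper's FDR under 0.05 between diseased and sirolimus-treated mice, where limma gives 458 of the 547. A further 394 probe sets were called here and are not in the table, 170 of them higher members of the unnamed ET6 family.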

Additional file 4 An excel file containing a table that gives the information from Figure 11. Click here for file

Additional file 5 An excel files containing a list of 570 proteins in the mTOR interactome. All proteins known to interact with members of the rapalog-mTOR l pathway, upstream and downstream were used to create this mTOR pathway interactome. Click here for file

# Supplementary material for: Mapping similarities in mTOR pathway perturbations in mouse lupus nephritis models and human lupus nephritis
**Source:** Arthritis Res Ther. 2008 Nov 3;10(6):R127. doi: 10.1186/ar2541

# SLE-5:

## Mean Serum Anti-nDNA Antibody Isotypes 10/04/99 (36 Weeks)

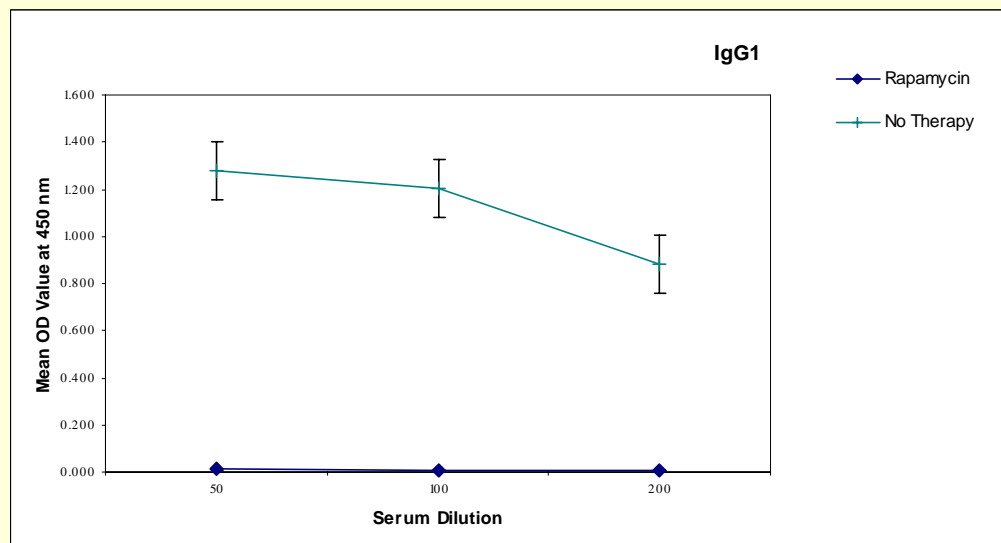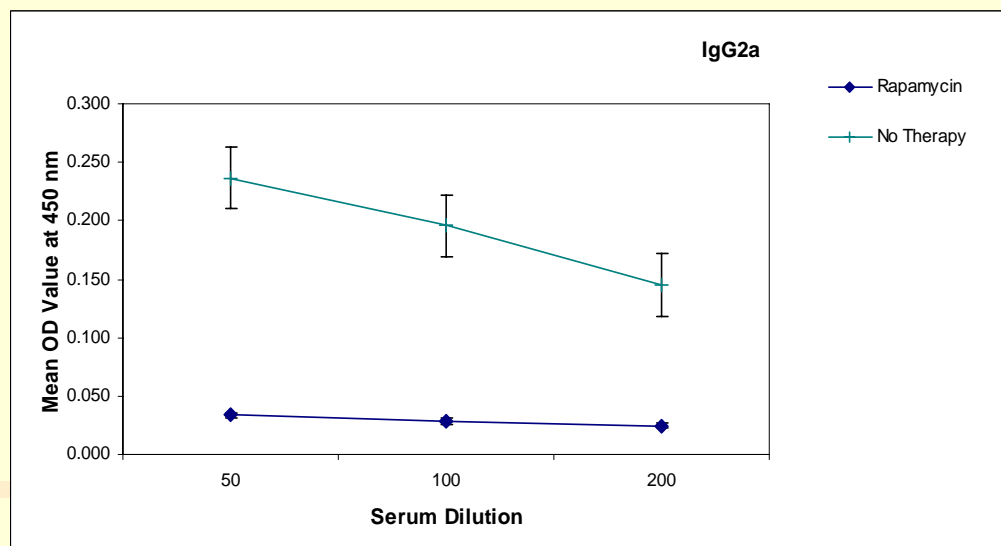

# SLE-5:

## Mean Serum Anti-nDNA Antibody Isotypes 11/05/99 (40 Weeks)

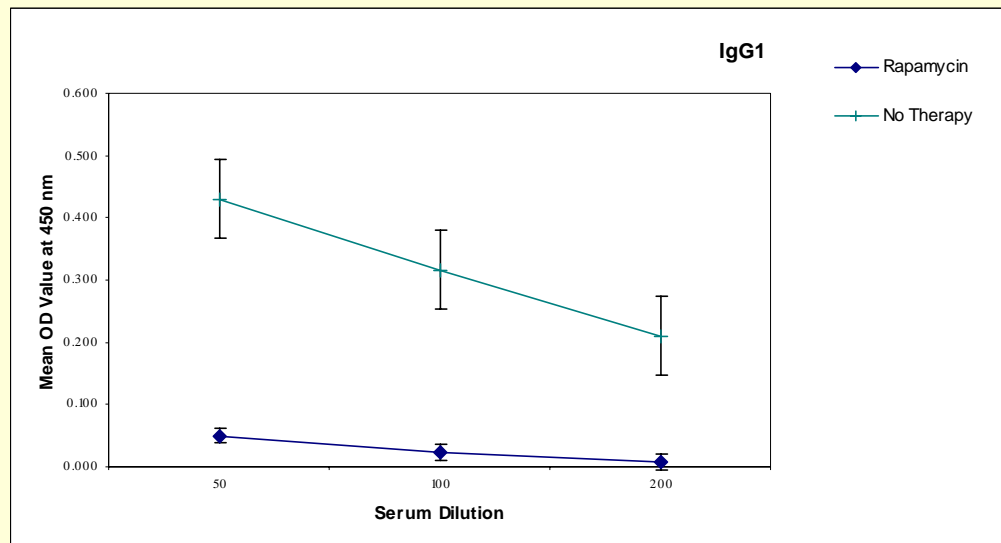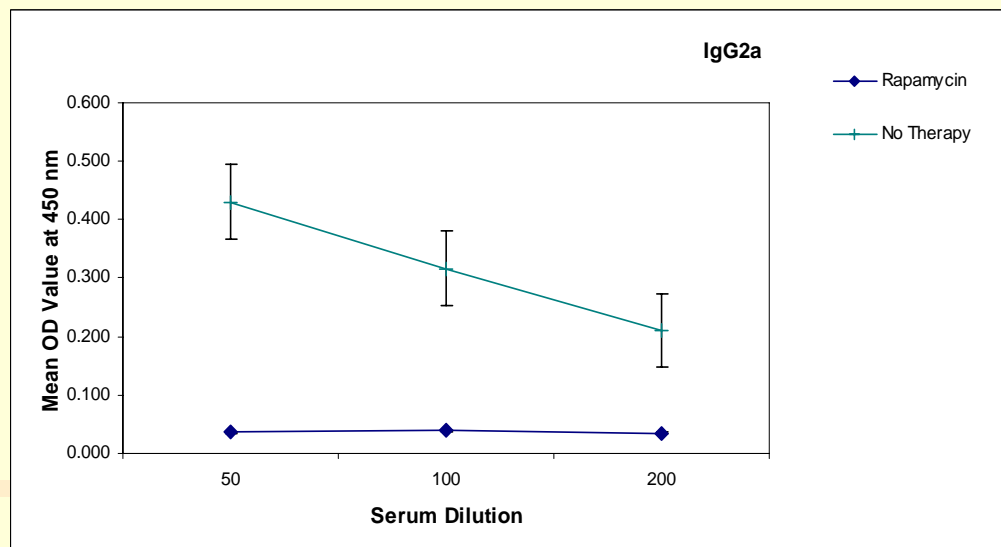

# SLE-5:

## Mean Serum Anti-nDNA Antibody Isotypes 12/30/99 (48 Weeks)

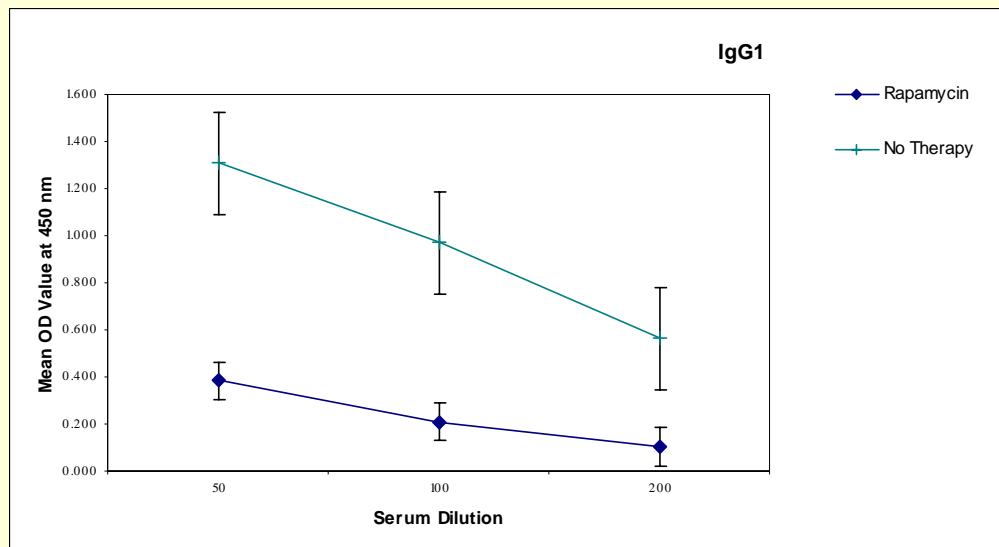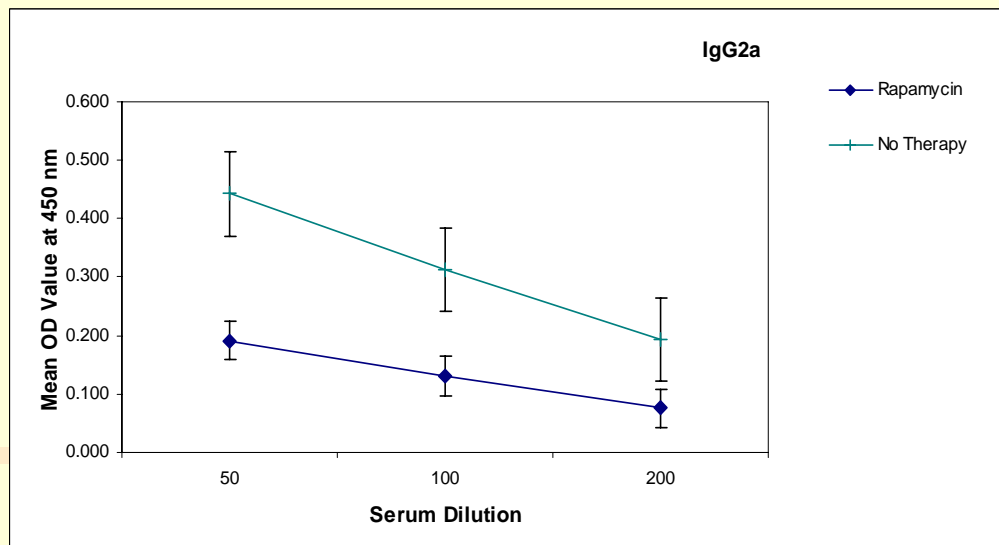

**Supplement:** Additional file 1 — A pdf file containing data from our laboratory confirming the published results of others on sirolimus-dependent decreases in anti-dsDNA titres.

# Supplementary material for: Mapping similarities in mTOR pathway perturbations in mouse lupus nephritis models and human lupus nephritis
**Source:** Arthritis Res Ther. 2008 Nov 3;10(6):R127. doi: 10.1186/ar2541
**Supplement:** Additional file 2 — A pdf file containing information about an unsupervised cluster showing relationships between mouse groups.

**Legend:** Unsupervised cluster showing relationships between cohorts. Legend:  
Visualization of all 6387 probe sets that cluster the murine kidney sample time points. Subjects are shown in columns, and genes in rows. Red indicates a signal higher than the mean of all samples in the analysis. Green indicates a signal lower than the mean. Unsupervised clustering algorithm, which determines similarities between subjects independent of group membership, was used to generate this visualization. Subjects are grouped according to the degree of similarity in expression pattern. 

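Pairs of mice within a group had correlations of log2 signal of 0.948 to 0.964 over the tested probe sets in asymptomatic mice, 0.879 to 0.923 in diseased mice at 36 weeks and 0.852 to 0.906 at 42 weeks. They were 0.912 to 0.926 and 0.901 to 0.922 in sirolimus-treated mice at 36 and 42 weeks. The first principal component of the tested probe sets held 39.8% of the variance and the second 12.5%. On the first the asymptomatic mice lay at 33.5 to 39.1, the sirolimus-treated mice at 3.18 to 24.5 and the diseased mice at -56.0 to -30.2. The class II chain Cd74 had a mean log2 signal of 9.25 in asymptomatic, 9.04 in sirolimus-treated and 11.4 in diseased kidneys.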

Note that the 36 and 42 week diseased murine kidney samples are grouped together, and that 12 week asymptomatic and 36 and 42 Sirolimus-treated samples cluster as individual subgroups on a separate node from the 36 and 42 week diseased samples. Every samples clusters to the appropriate group

How the deposited data were processed for this re-analysis (not part of the article)

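Kidney RNA was measured in 16 NZB/W F1 mice: 4 asymptomatic mice at 12 weeks, 6 diseased mice (3 at 36 and 3 at 42 weeks) and 6 sirolimus-treated mice (3 at 36 and 3 at 42 weeks). Each mouse has 1 Mu11KsubA and 1 Mu11KsubB array, 32 arrays in all, and its 2 arrays carry different probe sets and count as 1 replicate. The intensity values are MAS5 signals that the authors made from the scanned arrays, on a linear scale, each array scaled by 1 factor. The scaling target is not given in the sources used here, and the values have a 2% trimmed mean of 99.9 on the A arrays and 100.0 on the B arrays. Present calls were not used here.

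Signals were taken to log2. A probe set was tested where its signal reached 50 in at least 1 of the 16 mice, and control probe sets were left out. Groups were compared with limma 3.58.1 in R 4.3.3, in a model of 3 groups (asymptomatic, diseased, sirolimus-treated) for the main comparisons and of 5 groups for the ages. Adjusted p values are Benjamini-Hochberg values over all probe sets tested. A probe set was called at an adjusted p under 0.05 and a fold change of at least 2, or over 1.5 for the comparisons at 42 weeks and between the 2 ages, and the interaction at an adjusted p under 0.05 alone. Standard errors are those of the moderated fit. Fold changes from or to a mean signal below 50 are not exact. Genes with both means, in disease and in asymptomatic mice, below it include Birc3, Ccl2, Cxcl1, Dbt, Edn1, Fos, Il1rn, Mvd, Pou2af1 and Thy1. A gene with several probe sets is represented by the one with the highest mean signal, among those the annotation gives exactly 1 gene.

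Probe sets were counted as immunoglobulin by their annotated name, and unnamed probe sets beginning with ET6 were counted apart. A disease-associated probe set was counted as modulated where sirolimus-treated and diseased mice differed at an adjusted p under 0.05, the definition in the methods. The classes returned, partly returned, gone past, kept and differing from neither combine this test with that against asymptomatic mice.

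Before the data were examined, 38 gene lists were fixed. They cover complement (early, terminal, regulators and receptors), antigen presentation by MHC class I and II, JAK-STAT signalling (named in the paper, and other), interferon-stimulated genes, the electron transport chain, branched-chain amino acid degradation, fatty acid oxidation, glycolysis and gluconeogenesis, ribosomal proteins and mTOR signalling. They also cover the rapalog-mTOR pathway and the mTOR interactome of the additional files, the apoptosis genes of Fig. 6, cell cycle, sterol synthesis, immediate early, heat shock and circadian clock genes, extracellular matrix, tubular injury, acute phase genes and chemokines. Markers of macrophages, T cells, B and plasma cells, neutrophils, proximal and later tubule segments, podocytes and glomeruli and endothelium, and of red blood cells, adipocytes, adrenal and skeletal muscle, complete the lists. Lists with at least 3 genes measured were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. The overlap with the interactome was tested with a two-sided Fisher's exact test.

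Genes were named by a rule set before the data were examined: the 10 largest rises and falls between diseased and asymptomatic and between sirolimus-treated and diseased mice, and the 5 largest between sirolimus-treated and asymptomatic mice, among named genes past the thresholds whose groups do not overlap. For the ages and the interaction it was up to 5 each way. It adds the 3 largest rises of immunoglobulin genes, every gene named in the paper's text or Figs 6 to 10 that was measured, and up to 4 called members of each list. The values in the paper's tables had been seen by then.

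The analysis was tested on simulated data with 7989 probe sets, of which 100 were changed 2-fold and 100 changed 4-fold, at the adjusted p alone. For diseased against asymptomatic mice limma recovered 66% and 92% of these, for sirolimus-treated against diseased mice 80% and 96%, and for sirolimus-treated against asymptomatic mice 68% and 88%. For 42-week diseased against asymptomatic mice it was 48% and 87%, between the 2 ages 39% and 87% and for the interaction 14% and 61%. False calls were 1.3% to 7.4% of the calls. Of 20 simulated lists, the 5 shifted by 0.5 were found and no other was called. Whether these lists carry the correlation between genes of the real lists was not tested. They therefore cannot decide between the preset and the estimated correlation. An array has no counting depth, and its precision is given by the spread between mice, with 45.0 to 50.3% of the probe sets of the A arrays and 40.0 to 45.0% of those of the B arrays at a signal of at least 50.

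Alternatives set before the data were examined were the methods' analysis of variance, limma on the compared groups only, a 5-group model, a mean-variance trend, quantile normalization, median centring, no filter, a stricter filter, floors of 10 and 50 on the signal and no fold threshold. The others were a different immunoglobulin rule, the other definition of modulation, adjustment over the disease-associated probe sets alone, replicate number or array block as a factor and each age alone. Also set were other probe sets of a gene, the most variable probe set, an estimated correlation for the lists, other forms of the correlation between the ages, the interactome test at an adjusted p alone, and leaving out each mouse. The actin 5'/3' ratio as a covariate, and leaving out the 2 diseased mice that leave their cluster, were chosen after the data were seen. Histology, proteinuria, survival and other strains were not analysed here. Results for some genes are not reported here.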

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

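The tests of array batch, dilution, RNA quality, degraded RNA and more advanced disease in this part, and the use of median centring (set before the data were examined) to test scaling, were chosen after the results were seen.

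In 3 lists diseased mouse 1 at 42 weeks lay far from the other 5 diseased mice: its score was 0.699 for MHC class II presentation (next 1.445), 0.153 for interferon-stimulated genes (next 1.015) and 0.516 for macrophage markers (next 1.389). The 3 values come from the same arrays, so they are not separate evidence. Chance sets about 1 in 20 groups apart in this way, and 9 of 138 groups tested were, where 6.9 come by chance. Degraded RNA stays open. The 5'/3' ratios of this mouse were the lowest of the 6 diseased mice on 4 of 4 pairs of control transcript and array. None of the 4 stood apart, and its GAPDH ratio on array A (1.46) lay above the asymptomatic mice (1.29 to 1.33). The other ratios lay below every asymptomatic mouse. They were 1.16 for GAPDH on array B (asymptomatic 1.39 to 1.46), and for actin 0.481 on A (0.708 to 0.784) and 0.483 on B (0.669 to 0.847). More advanced disease stays open too, because its tubular injury score had rank 2 from the highest while its proximal tubule score was the lowest.

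Kidneys of sirolimus-treated mice differed from those of asymptomatic mice at 220 probe sets. At an adjusted p under 0.05 alone, 3 of the 7 B and plasma cell markers were higher (Pou2af1, Cd79b, Blk). The rises of Cd79b and Blk were under 2-fold, so these markers are not among the 220. Another probe set of Blk did not pass (0.49, adjusted p = 0.349 from limma). With an estimated correlation the marker list did not pass either (camera adjusted p = 0.424). Of the 165 higher calls 91 stayed called as higher after each array was centred on its median, which lowers them, and the highest count of any other split was 18, so scaling as the whole cause is argued against. The median log2 fold change of the 165 went from 1.38 to 1.19. The 74 calls that ended had an adjusted p of at least 0.05 (31) or a fold under 2 (53), or both, and are not counted as kept. Whether scaling made the excess of higher calls cannot be told apart: 37.76% of the 241 calls after centring were higher (95% confidence interval 31.62 to 44.21), but centring lowers every value of the sirolimus-treated mice and so fixes this fall. An array batch cannot be told apart from the groups, because 0 identifier blocks hold both. Age, 12 against 36 and 42 weeks, stays open as untested.

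Of the tubule markers 11 of 14 of the proximal tubule and 5 of 8 of later segments fell in disease. With an estimated correlation neither list passed (camera adjusted p = 0.159 and 0.102). Proximal tubule scores lay below the mean of podocyte and endothelial scores by -1.081 (standard error 0.1851) in the 6 diseased mice, which argues against an equal dilution of all kidney cells. Some reference markers rose in disease (1 of 11 podocyte and glomerular, 2 of 9 endothelial), so the size of this gap is not exact. Median log2 fold changes in disease were -1.197 for proximal tubule, -0.5105 for podocyte and glomerular and -0.0605 for endothelial markers. With the actin ratio as a covariate the fall of the proximal tubule score was -0.9947 (standard error 0.2603), which argues against RNA quality as the whole cause. A loss of tubular cells or of their transcripts may explain it, a hypothesis that was not tested.

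Further lists had members that rose in diseased against asymptomatic mice: 17 of 20 tubular injury markers, 13 of 17 immediate early genes, 14 of 28 genes of extracellular matrix, 12 of 15 macrophage markers and 9 of 14 acute phase genes and chemokines. With an estimated correlation none of these 5 lists passed (adjusted p from 0.0544 to 0.288). Unnamed probe sets beginning with ET6 were higher in 241 of 364 cases.

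Single mice also lay far from their group in 6 further lists. Asymptomatic mouse 1 had -0.177 for ribosomal proteins, asymptomatic mouse 3 -0.2092 for neutrophil markers and asymptomatic mouse 2 -0.4709 for adipocyte genes. Sirolimus-treated mouse 3 at 42 weeks had 0.03481 for proximal tubule markers and sirolimus-treated mouse 2 at 36 weeks -0.1599 for mTOR signalling. Diseased mouse 3 at 42 weeks had 3.3 for adrenal genes (next 0.8486), with a signal of 657.5 for Hsd3b1 (highest other mouse 77.0), 159.1 for Star (24.34) and 122.3 for Cyp11a1 (30.06). Chga (75.51, highest other 19.15) and Chgb (100.4, 47.85) were also highest in this mouse, and Th was not (74.52, 81.13). The list was fixed as a marker of adrenal contamination, and adrenal tissue in this sample was not tested further. Without this mouse 1139 probe sets were called at 42 weeks (main 1643).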

How the results depend on the processing

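The actin covariate and the setting without the 2 diseased mice that leave their cluster were chosen after the data were seen, and the other alternatives before.

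The counts of called probe sets stayed within 1.5 times the value given, apart from those below. With the methods' analysis of variance 889 probe sets were called at 42 weeks (main 1643). Without a filter on low signal 758 differed between sirolimus-treated and asymptomatic mice (main 220). With signals under 50 raised to 50, 565 differed between diseased and asymptomatic mice (552 of them not immunoglobulin), 452 between sirolimus-treated and diseased and 49 between sirolimus-treated and asymptomatic mice, and 1 had an interaction. With no fold threshold these were 2372 (2353), 2045 and 1098, with 1265 modulated by sirolimus. With ET6 probe sets counted as immunoglobulin that group held 267. Mice at 36 weeks alone gave 475 for sirolimus against diseased mice and 387 modulated, and those at 42 weeks alone 434 and 348. The floor and the fold threshold change the folds and the rule by construction, each age alone has fewer mice, and the other causes were not tested.

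Of the gene lists, 24 shifted in disease, 21 with sirolimus against diseased mice and 5 against asymptomatic mice. With an estimated correlation these were 0, 11 and 0. The adjusted p in disease was then 0.0659 for early complement, 0.0544 for MHC class I, 0.0581 for MHC class II, 0.414 for the electron transport chain, 0.0624 for branched-chain degradation and 0.446 for ribosomal proteins. With sirolimus against diseased mice it was 0.0929 for branched-chain degradation and 0.237 for ribosomal proteins. The 5 lists against asymptomatic mice became 2 with quantile normalization, 8 with no filter, 3 with a signal of at least 50 in at least 4 mice, 3 with a floor of 50 and 9 at 42 weeks alone. The electron transport chain with sirolimus against diseased mice had an adjusted p of 5.39e-05 with the actin ratio as a covariate (main 0.435). The causes were not tested.

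Among single genes 10 values that passed at 1 of the probe sets had the other sign at another probe set of the gene: Auh in disease (0.16 and 0.30), with sirolimus against diseased mice (-0.22) and against asymptomatic mice (0.26 and 0.079), Btg1 (0.45) and Slc4a1 (0.14) in disease, Cr1l with sirolimus (0.075 and 0.032) and H2-Eb1 with sirolimus against diseased mice (0.10). Under the other settings no value that passed changed sign. Leaving out each mouse in turn left 10881 gene results the same, 411 weaker and 84 stronger.

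Leaving out each mouse gave 140 (without asymptomatic mouse 2) to 275 (without sirolimus-treated mouse 2 at 36 weeks) probe sets for sirolimus against asymptomatic mice, 0 to 34 (without diseased mouse 2 at 42 weeks) between the ages and 0 to 1 (without diseased mouse 3 at 36 weeks) for the interaction. Without the 2 diseased mice that leave their cluster 649 probe sets were called for sirolimus against diseased and 306 against asymptomatic mice, and with the actin covariate 630 and 230. The correlation of the 2 ages ran from 0.791 (without diseased mouse 2 at 42 weeks) to 0.970.

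Replicate numbers do not pair the mice: the mean correlation over 30 pairs with the same number was -0.0333 and 3 exceeded 0.1. As a block they gave 722 probe sets for sirolimus against diseased and 153 against asymptomatic mice. Low signals limit precision, since 40.0 to 50.3% of the probe sets of an array reach 50.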

Differences from the paper's values

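The paper counts 547 non-immunoglobulin probe sets between diseased and asymptomatic mice, and 915 were called here at the same thresholds of FDR and fold change. Of the 15 alternatives set before the data were examined, 4 give a count within 1.5 times the paper's: the methods' analysis of variance (763), a signal of at least 50 in at least 4 mice (788), a floor of 50 (552) and ET6 probe sets counted as immunoglobulin (666). The other 11 do not. The present calls of the methods were not used here. The paper gives 46% of its 547 probe sets as higher in disease, and here 65.8% of the 915 were higher, and 57.4% of those in the paper's own table. More were lower than higher only after median centring (496 higher and 524 lower).

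The paper counts 195 immunoglobulin probe sets, and 18 were called here. Only counting ET6 probe sets as immunoglobulin (267) comes within 1.5 times the paper's, and the other 14 alternatives, from 13 to 20, do not. Of the probe sets called here and absent from the paper's non-immunoglobulin table, 186 were higher ET6 or annotated immunoglobulin probe sets. That table itself holds 77 ET6 probe sets. What the ET6 probe sets measure was not tested.

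The paper counts 365 disease-associated probe sets modulated by sirolimus, and 694 were counted here. The methods' analysis of variance (529), a floor of 50 (486), ET6 probe sets counted as immunoglobulin (465), the mice at 36 weeks alone (387) and those at 42 weeks alone (348) come within 1.5 times the paper's, and the other 13 of the 18 alternatives do not. In the paper's own table 365 probe sets have an FDR under 0.05 between diseased and sirolimus-treated mice.

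The paper counts 150 probe sets that sirolimus did not modulate and that differ from asymptomatic mice, and 94 were counted here, for which no alternative was set. In the paper's table 150 probe sets have an FDR of at most 0.05 against asymptomatic mice, of which 86 are not under 0.05 against diseased mice, and by that definition the count here is 169.

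The paper states that every probe set called at 42 weeks has the same direction at 36 weeks, and here 1636 of 1643 do (99.57%). Simulated data with no effect and the same shared asymptomatic mice gave 64.16%, without selection for a change at 42 weeks. The paper describes the genes not modulated by sirolimus as differing from asymptomatic mice. Here 94 of 221 do and 127 differ from neither group.

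In Fig. 6 the paper draws Btg1 and Hk1 as higher in disease, and their main probe sets had log2 fold changes of -0.045 and 0.38 without passing, though other probe sets passed with 0.45 and 0.62. It draws Bcl2l2 and the Hsp70 node as lower, with -0.18 for Bcl2l2 and -0.057 for Hspa1a here without passing, and another probe set of Bcl2l2 passed with -0.58. Hspa8, another Hsp70, had log2 signals of 10.36 to 11.11 in diseased and 11.15 to 11.22 in asymptomatic mice. That is the drawn direction, but another probe set of Hspa8 did not pass (-0.20). Over both lists 22 of 28 genes passed in the drawn direction. It lists Cdkn1a among the induced JAK-STAT genes, with 0.47 here and 1.23 at another probe set that passed. C1qbp, drawn as lowered in Fig. 9, had 0.040. For C4 the paper states that sirolimus leaves it above the asymptomatic level, and here it was 0.60 ± 0.23 above with an adjusted p of 0.0833. C8g had -0.65 in disease without passing.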

Other observations

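In diseased kidneys 17 of 20 tubular injury markers and 14 of 28 genes of extracellular matrix rose. With an estimated correlation neither list passed in disease (camera adjusted p = 0.0739 and 0.288). Fgg, a fibrinogen chain, had a log2 fold change of 2.35 ± 0.25, Krt19, a keratin of simple epithelia, 2.33 ± 0.70 and Timp1, an inhibitor of metalloproteinases, 1.77 ± 0.45, and 18 of 20 injury markers fell with sirolimus. Of the extracellular matrix list Fbn1, fibrillin, had 1.26 ± 0.46 and Tgfbi 1.47 ± 0.32. Of this list 19 of 28 fell with sirolimus (camera adjusted p = 0.0800 with an estimated correlation). Among immediate early genes Junb had 1.56 ± 0.37 and Ccn1 1.60 ± 0.23, and 12 of 17 fell with sirolimus. Adhesion molecules Vcam1 and Icam1 had 2.37 ± 0.34 and 1.22 ± 0.22.

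Changes in disease for the other lists, as genes higher and lower of those measured with the camera adjusted p at the preset correlation, were: T cell markers 4 and 0 of 6 (0.0393, 0.181 with an estimated correlation, with Thy1 at 1.68), neutrophil markers 2 and 1 of 7 (0.293), podocyte and glomerular markers 1 and 3 of 11 (0.0840, with Wt1 at -1.03), and endothelial markers 2 and 1 of 9 (0.968, a mean of 0.18 and a median of -0.061). Injury markers had 4.18e-09, extracellular matrix 0.000155 and immediate early genes 1.68e-07, and with an estimated correlation 0.0739, 0.288 and 0.0554. Cell cycle genes had 7 and 1 of 22 (0.00143, 0.219 with an estimated correlation), heat shock genes 1 and 3 of 10 (0.263) and clock genes 2 and 2 of 6 (0.694). Red blood cell genes had 0 and 2 of 5 (0.223), adipocyte genes 0 and 1 of 7 (0.0671), adrenal genes 1 and 0 of 6 (0.0800) and skeletal muscle genes 0 and 0 of 5 (0.805).

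Other splits of the same mice into groups of the same sizes were tested as set before the data were examined. For diseased against asymptomatic mice 1 of 100 splits, the real one, called 933 probe sets or more (highest other 452), for sirolimus-treated against diseased mice 1 of 100 (747, highest other 299), for sirolimus-treated against asymptomatic mice 1 of 100 (220, highest other 18) and for 42-week diseased against asymptomatic mice 1 of 35 (1643, highest other 2), which argues against chance for these 4. For the 2 ages of diseased mice the real count from limma was 0, which 10 of 10 splits reach by definition (503 at an unadjusted p under 0.05, 0 by the methods' analysis of variance), the highest other being 263, and the splits are too few for a share under 0.05. That split sets diseased mice 1 and 3 at 36 weeks and 2 at 42 weeks against the others and points to a structure of the samples, with proximal tubule scores of -0.584, -0.798 and -0.549 against -1.61, -1.93 and -1.65. For the interaction the real count from limma was also 0 (460 at an unadjusted p under 0.05), which 100 of 100 splits reach by definition, so they say nothing about chance there, and the highest other was 131.

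With array block as a factor among the 12 older mice, all 21 called lists on array A and all 19 on array B kept their direction between sirolimus-treated and diseased mice, 19 and 14 of them at an adjusted p under 0.05. These lists were called at the preset correlation, and without the block factor not all of them passed with an estimated correlation. In 1 block of array A taken alone, with 2 diseased mice and 1 sirolimus-treated mouse, 20 of 21 kept their direction.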
